# Bradykinin promotes immune responses in differentiated embryonic neurospheres carrying APP^swe^ and PS1^dE9^ mutations

**DOI:** 10.1186/s13578-024-01251-3

**Published:** 2024-06-18

**Authors:** Guilherme Juvenal, Carine Meinerz, Ana Carolina Ayupe, Henrique Correia Campos, Eduardo Moraes Reis, Beatriz Monteiro Longo, Micheli Mainardi Pillat, Henning Ulrich

**Keywords:** Alzheimer’s disease, Immune response, Stem cells, Gene expression, Biological system

## Abstract

**Background:**

Neural progenitor cells (NPCs) can be cultivated from developing brains, reproducing many of the processes that occur during neural development. They can be isolated from a variety of animal models, such as transgenic mice carrying mutations in amyloid precursor protein (APP) and presenilin 1 and 2 (PSEN 1 and 2), characteristic of familial Alzheimer’s disease (fAD). Modulating the development of these cells with inflammation-related peptides, such as bradykinin (BK) and its antagonist HOE-140, enables the understanding of the impact of such molecules in a relevant AD model.

**Results:**

We performed a global gene expression analysis on transgenic neurospheres treated with BK and HOE-140. To validate the microarray data, quantitative real-time reverse-transcription polymerase chain reaction (RT-PCR) was performed on 8 important genes related to the immune response in AD such as CCL12, CCL5, CCL3, C3, CX3CR1, TLR2 and TNF alpha and Iba-1. Furthermore, comparative analysis of the transcriptional profiles was performed between treatments, including gene ontology and reactome enrichment, construction and analysis of protein-protein interaction networks and, finally, comparison of our data with human dataset from AD patients. The treatments affected the expression levels of genes mainly related to microglia-mediated neuroinflammatory responses, with BK promoting an increase in the expression of genes that enrich processes, biological pathways, and cellular components related to immune dysfunction, neurodegeneration and cell cycle. B2 receptor inhibition by HOE-140 resulted in the reduction of AD-related anomalies caused in this system.

**Conclusions:**

BK is an important immunomodulatory agent and enhances the immunological changes identified in transgenic neurospheres carrying the genetic load of AD. Bradykinin treatments modulate the expression rates of genes related to microglia-mediated neuroinflammation. Inhibiting bradykinin activity in Alzheimer’s disease may slow disease progression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-024-01251-3.

## Backgound

Neural progenitor cells (NPCs) are present during embryonic brain development and in the subventricular zone and dentate gyrus of the adult central nervous system (CNS). Adequate in vitro culture of NPCs from rat and mouse allows their proliferation and aggregation originating neurospheres [1, 2]. Neurosphere differentiation encompasses many of the complex processes that occur during early stages of neural development, such as proliferation, migration, neurogenesis and gliogenesis [3, 4]. Furthermore, the possibility of isolating and studying NPCs from a variety of animal models, such as transgenic and knockout mice for disease modeling, makes these cells a very effective system [5].

In this context, the use of neurospheres is a tool to study pathological mechanisms of neurodegenerative diseases, such as Alzheimer’s disease (AD). In familial AD (fAD), mutations in amyloid precursor protein (APP) and presenilin 1 and 2 (PSEN 1 and 2) promote disrupted neurogenesis and reduced learning and memory in animal models, such as double transgenic mice expressing a chimeric mouse/human amyloid precursor protein (Mo/HuAPP695swe) and a mutant human presenilin 1 (PS1-dE9) (APP/PS1), both directed to CNS neurons [6]. The presence of this genetic load has been reproduced in APP/PS1 neurospheres differentiation. In a recent study of our group using APP/PS1 neurospheres, we demonstrated that several features observed in the adult brain with AD, such as innate immunity and inflammation induction, are spontaneously present, suggesting an early neurodevelopmental origin for familial AD [7]. In this previous work, we showed that differentiated APP/PS1 neurospheres exhibit up to 100-fold higher expression rates of C-C motif chemokine 12, C-C motif chemokine 5, C-C motif chemokine 3, Complement C3, CX3C chemokine receptor 1, Toll-like receptor 2 and tumor necrosis factor alpha (CCL12, CCL5, CCL3, C3, CX3CR1, TLR2 and TNF alpha, respectively). Iba-1 (allograft inflammatory factor 1) was 20-fold upregulated, indicating the presence of activated microglia in APP/PS1 neurospheres. The secretome of neural-differentiated APP/PS1 NPCs showed enhanced chemoattraction of PBMCs, validating the APP/PS1 differentiated neurospheres as an in vitro model to study developmental origins of familial AD [7].

One of the main features of the progression of AD is neuroinflammation [8], which is characterized by the activation of glial cells and the production of inflammatory factors [9]. Among all inflammatory modulators, several peptides act in the CNS, including bradykinin (BK). The kinins BK and kallidin (Lys^10^-BK) are oligopeptides formed by the cleavage of kininogens by kallikreins. Their biological effects are caused by the activation of two transmembrane receptors, kinin-B1 and B2 receptors. BK has a high affinity for the B2 receptor, which is constitutively expressed in many cells, including microglia [10–14], and is involved in inflammatory processes. In addition, elevated plasma levels of BK have been associated with memory loss in AD [15].

To investigate the effects of BK in AD, we conducted a global transcriptional analysis of APP/PS1 neurospheres, which had been induced to neural differentiation in the presence BK or the B2 receptor antagonist HOE-140. Considering the roles of the kinin system in neuroinflammation, we hypothesized that treatment with BK intensifies AD-related immune system activation, while HOE-140 treatment mitigates these effects. We observed that the treatments affected the expression of genes mainly related to microglia-mediated neuroinflammation, with BK promoting an increase in the expression of genes that enrich processes, biological pathways and cellular components related to immune system dysfunction, neurodegeneration and cell cycle control.

## Methods

### Neurosphere formation assay

B6.Cg-Tg (APPswe, PSEN1dE9, 85Dbo/J) transgenic mice, acquired from Jackson Laboratory (JAX® Mice and Services, Bar Harbor, Maine, MA), were used for NPC isolation and neurosphere generation. Mice were genotyped by using the polymerase chain reaction (PCR) (see Supplementary Table S1 for primer sequences). This work was approved by the Ethics’ Committee of the Universidade Federal de São Paulo (UNIFESP) under the authorization number CEUA 1,435,020,517.

Timed-pregnant wild-type or APP/PS1 C57BL/6 mice were obtained by overnight mating. On day thirteen of gestation, these females were sacrificed, and the telencephalons of their embryos (E13) were isolated and then mechanically and enzymatically dissociated [16, 17]. Cells were grown in suspension at a density of 2 × 10^5^ cells/ml in 2% B-27 (Life Technologies, Carlsbad, CA) Dulbecco’s modified Eagle’s medium (DMEM) with Ham’s F-12, antibiotics (100 units/ml penicillin and 100 g/ml streptomycin), 20 ng/ml pro-epidermal growth factor (EGF) and 20 ng/ml fibroblast growth factor 2 (FGF2) (Sigma Aldrich, St Louis, MO) and maintained at 37 °C in a water-saturated atmosphere with 5% of CO_2_. After six days of incubation, neurospheres were generated. For differentiation, neurospheres were washed twice with DMEM/F12 medium following centrifugation for 3 min at 100xg and then were allowed to attach to poly-L-lysine and laminin precoated plastic flasks and cultured with DMEM/F-12, supplemented with 2% B-27, in the absence of FGF-2 and EGF. Neural progenitor cells were differentiated for 7 days in the incubator at 37 °C with controlled humidity and 5% CO_2_.

### Drug Treatment

Neurospheres from APP/PS1 (APP_WT) mice were submitted to different drug treatments on days 0, 3, and 6 of the differentiation phases. APP_WT neurospheres were maintained untreated; BK_APP neurospheres were treated with 1µM BK (Tocris Bioscience) and HOE_APP neurospheres were treated with 1µM HOE-140 (Tocris Bioscience). Drug concentrations were defined on Pillat et al. 2016 [16]. On the seventh day of differentiation, RNAs were extracted from neurospheres in order to perform RT-real time PCR and microarray analysis.

### RNA extraction

Total RNAs of WT, APP_WT, BK_APP, and HOE_APP neurospheres were extracted using the RNAspin Mini Kit (GE Healthcare, Chalfont St Giles, UK), according to the manufacturer’s instructions. Isolated RNAs were treated with DNAse. Their concentrations and qualities were verified by UV spectrophotometry and agarose gel electrophoresis, respectively.

### Gene expression profiling with microarray analyses

Total RNA profiles of neurospheres were analyzed using the Agilent SurePrint G3 Mouse GE 8 × 60 K Microarray slides (Agilent Technologies, Santa Clara, CA). The following comparisons of gene expression profiles were performed: APP_WT *versus* WT neurospheres; HOE_APP *versus* APP_WT; and BK_APP *versus* APP_WT. For that, two-color array measurements with dye swapping using four independent biological replicates of each neurosphere model were elaborated. Cy3- and Cy5-labeled cRNA targets were generated by in vitro transcription using 100 ng total RNA from each neurosphere model using the Low Input Quick Amp Labeling Kit (Agilent Technologies) and incubated with the arrays using the Gene Expression Hybridization Kit (Agilent Technologies), as recommended by the manufacturer. The arrays were then washed as described on Agilent SSPE wash protocol v. 2.1 and scanned with a High-Resolution Microarray Scanner (Agilent Technologies). The Agilent Feature Extraction Software (version 9.5) was used to quantify the images. Probes that presented higher gene expression levels compared to corresponding background levels in 3 of the 4 replicates were considered as expressed and further analyzed. Two methods were selected to identify genes differentially expressed between neurosphere models: the significance analysis of microarray (SAM) approachs [18] and rank products [19]. Only genes classified as differentially expressed with *p* ≤ 0.05 by the two methods were considered for further analysis. Raw and normalized expression data were deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo) under accession GSE246792.

### Reverse-transcription and quantitative polymerase chain reaction

To validate the microarray data, quantitative real-time reverse-transcription polymerase chain reaction (RT-real time PCR) was performed on 8 genes related to the immune response in AD. Each reaction was performed with the same RNA samples tested in the microarray experiments. OligodT-primed reverse transcription (RT) was performed using 350 ng of total RNA according to the Super Script III kit protocol (Invitrogen). Relative transcript levels were determined by performing RT-PCR (the corresponding gene-specific primer pairs are listed in Table S1) with Power SYBR Green (Applied Biosystems) according to the delta Ct method [20] using a 7500 Real-Time PCR System (Applied Biosystems). GAPDH abundance levels were used to normalize the assay.

The student’s t-test implemented in the GraphPad Prism software (GraphPad Software Inc., version 3.00, CA) was used to analyze RT-real time PCR results. Differences in expression levels between strains were considered statistically significant when a *p* ≤ 0.05. Data are expressed as the mean ± standard error of the mean (SEM).

### Flow cytometry

CD11b-positive cells were evaluated as previously described [16]. Differentiated cells from WT and AD neurospheres were dissociated to a single cell suspension and were fixed with 2% PFA for 10 min. Samples were washed with PBS supplemented with 2% FBS and incubated for 30 min with a phycoerythrin-coupled antibody against CD11b PE (1:200 Sigma-Aldrich). Following a washing step with PBS, cells were analyzed on a Calibur flow cytometer (BD Biosciences). The argon laser line at 488 nM was used for fluorescence excitation and fluorescence emission was collected at 575 nm (FL2 peak fluorescence emission at 575 nm, collected with a band pass filter). Fifty-thousand events were acquired per sample and were analyzed with Flowjo V10. The results are reported as mean ± SEM of positively stained cells. The data shown are representative of at least three independent experiments. ** *p* < 0.01.

### Gene ontology and reactome enrichment

The human orthologous genes identified in the microarray for each group (HOE_APP, APP_WT, and BK_APP) and their respective fold changes (FCs) between treated and untreated samples were used to search for enriched pathways via Reactome version V85 and biological processes (BPs) and cellular components (CCs) via Gene Ontology (GO) annotations (version 2023-07-27). Only pathways with a False Discovery Rate (FDR) < 0.05 and BPs and CCs with a *p* < 0.05 were considered significantly enriched. The average fold change for each pathway, BP, or CC is calculated as the average FCs of the genes enriching the annotation.

### Correlation of gene expression between treatments

Using the microarray expression measurements described above, a new FC calculation was made to compare APP/PS1 treated groups to the WT control, thus generating two new groups: HOE_WT and BK_WT. The putative FCs for each gene contained in HOE_WT is the sum of the FCs of the gene in APP_WT and the FCs in HOE_APP. For the BK_WT group, the putative FCs is the sum of the FCs in APP_WT and in BK_APP. With the FCs of APP_WT and the putative FCs of HOE_WT and BK_WT, Pearson correlations (PC) were calculated for each gene considering the order HOE_WT, APP_WT, and BK_WT as a hypothesis of increasing progression of immune impairment. Only genes with absolute PC values greater than 0.9 and *p* < 0.05 were further evaluated.

### Construction of protein-protein interaction networks and calculation of weighted system impact (wSI)

For each set of identified human orthologous coding genes, identified by Ensembl (version 110), a protein-protein interaction (PPI) network was constructed. Firstly, the set was submitted to UniProt version 2023_04 to search for interactions and interacting proteins. Then each interaction was weighted with the inverse of the median between the FCs of the genes participating. Finally, the networks were built using an algorithm in Python. The closeness and betweenness were calculated for each gene, and the sum between these two values was called weighted system impact (*wSI*). The metric proposed here has the function of indicating the “dominance” of a protein over a PPI network.

### Comparison with human dataset

Comparisons were made by using a tissue dataset from AD patients available in the NCBI GEO database with code GSE118553. The dataset includes the transcriptome of tissue fragments from the entorhinal cortex (EC), temporal cortex (TC), frontal cortex (FC), and cerebellum (CB) of 112 patients. The samples were subdivided into three groups: twenty-seven samples in control cases, classified as showing no clinical sign of any form of dementia and no neuropathological evidence of neurodegeneration; thirty-three samples, defined as clinically dementia-free at the time of death, but neuropathological assessment at autopsy showing hallmark AD pathology (AsymAD) and fifty-two samples of AD patients, who had clinical diagnosis of AD at death and confirmation of this diagnosis through neuropathological evaluation at autopsy [21]. PPI networks were constructed for each tissue and condition of AD patients. The isolated sets were deleted and only the main set was used in this analysis. The FCs and wSI of the genes identified in patients and neurosphere samples were used to construct Pearson correlation matrices and heatmaps with hierarchical clustering employing the Ward method with the Euclidean distance.

## Results

### Gene expression profiling in differentiated embryonic neurospheres

We used microarray technology to study the genome-wide gene expression profiles in differentiated NPCs, obtained from embryo telencephalons (E13; Fig. 1A). Neurospheres were obtained from WT and APP^swe^/PS1^dE9^ mice. The transgenic neurospheres were divided in three groups: untreated (APP_WT), treated with BK (BK_APP), and treated with HOE-140 (HOE_APP). 

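Neurospheres are floating aggregates of neural progenitor cells. They were grown from the telencephalon of mouse embryos at day 13 and kept in suspension for 6 days according to the paper and 5 days according to the sample labels, before they were differentiated. APPswe/PS1dE9 mice carry a pair of mutated transgenes, a mouse/human chimera of APP and a human presenilin 1, and serve as a model of Alzheimer's disease. BK activates the B2 kinin receptor and HOE-140 blocks it, and each was given at 1 µM on days 0, 3 and 6 of differentiation. RNA was taken on day 7, and 100 ng of total RNA of each neurosphere model was labeled with Cy3 or Cy5 and hybridized to 2-color Agilent arrays. The 3 comparisons (APP_WT versus WT, BK_APP versus APP_WT, and HOE_APP versus APP_WT) had 4 arrays each, 12 in all, and every array held 1 replicate of both conditions. The dyes were swapped within each comparison. APP_WT was the Cy3 sample on replicates 1 and 2 of the comparison with WT and the Cy5 sample on replicates 3 and 4, and BK_APP was the Cy5 sample on replicates 1 and 2 and the Cy3 sample on replicates 3 and 4. For the HOE_APP arrays the labels of both channels name the same treatment. The labels of the first channel, the sample titles, the swapped design and the layout of the BK_APP arrays place HOE_APP in Cy5 on replicates 1 and 2 and in Cy3 on replicates 3 and 4, while the labels of the second channel alone would turn the sign of all 4 arrays. The log2 ratios that the authors deposited had the sign of the first reading on all 4 HOE_APP arrays, which was seen after the reading was fixed. As the labels conflict, the direction of the HOE_APP values is likely only. The arrays with APP_WT versus WT were on one slide and the 8 arrays with treated neurospheres on another, so the slide could not be told apart from this contrast, although each ratio was formed within an array.

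The authors deposited the scanner output of each array, quantified with Agilent Feature Extraction, and no further normalization had been applied to the spot signals used here. The median signal over the spots of an array was 63 to 94.5 (median 73.5) in the green channel and 89.5 to 117.5 (median 100.5) in the red channel, in scanner intensity units. Between 45.2% and 60.1% of the spots were well above background (median 51.0%), with medians of 50.3% for APP_WT versus WT, 51.0% for BK_APP and 54.5% for HOE_APP. From these signals the background was corrected with normexp and an offset of 50, each array was normalized by loess, and log2 ratios were turned so that positive values mean higher expression in APP_WT than in WT, in BK_APP than in APP_WT, or in HOE_APP than in APP_WT. A probe was taken as expressed when it was well above background in the channel of 1 condition on at least 3 of the 4 arrays of a comparison, which 29361 of 55681 probes were. Log2 fold changes, standard errors and p-values came from a single limma model over the 12 arrays with a mean and a dye coefficient for each comparison, and p-values were adjusted by the method of Benjamini and Hochberg over all expressed probes. The offset lowers the fold changes of dim probes. The number of arrays, 4 per comparison, limits the precision of every value.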

The different neurosphere models presented a total of 3,639; 978 and 835 (*p* < 0.05) transcripts with differences in gene expression between neurospheres WT and APP_WT, HOE_APP and APP_WT and BK_APP and APP_WT, respectively.

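Between APP_WT and WT neurospheres, 5446 of the 29361 expressed probes had a limma adjusted p below 0.05, 3403 of them higher and 2043 lower in APP_WT. Those with a gene name belonged to 3879 genes, and 236 of the 5446 probes changed more than 2-fold, 234 upward and 2 downward. In BK_APP compared to APP_WT, 0 probes passed the same threshold (smallest limma adjusted p = 0.967), while 1309 had an unadjusted p below 0.05 and 704 were called by both significance analysis of microarrays (SAM) and rank products, which the methods name, at an unadjusted p of 0.05 or lower. In HOE_APP compared to APP_WT the limma count was also 0 (smallest adjusted p = 0.915), with 1475 probes at an unadjusted p below 0.05 and 868 called by SAM and rank products. These 2 methods called 3658 probes between APP_WT and WT. Chance alone gives 1468 of 29361 probes an unadjusted p below 0.05, a number that both treatments stayed close to. The median size of the log2 fold change was 0.10 between APP_WT and WT, and 0.05 in BK_APP and 0.05 in HOE_APP, against a median standard error of 0.06. The ratio had the same sign on all 4 arrays for 26.9% of the probes between APP_WT and WT, 9.64% in BK_APP and 10.6% in HOE_APP, where 4 independent arrays without any change would give 12.5%, a level that does not hold for arrays of opposite dye orientation that correlate below 0. In simulated arrays with the spread of the BK_APP and HOE_APP arrays, 200 of 28900 probes were changed. Limma found 0% of log2 changes of 0.25 and at least 95.5% of changes of 0.5 there. With so few changed probes, changes of the smaller size did not reach limma's adjusted threshold with 4 arrays. This threshold depends on how many probes change, and widespread changes of 0.25 were not simulated. SAM with rank products found 77.0% and 76.5% of the simulated changes of 0.25, with 467 false calls in each comparison. The difference between the treatments, BK_APP minus HOE_APP, reached an adjusted p below 0.05 in limma for 0 probes and an unadjusted one for 732, and SAM and rank products were not run on it. Among the alternatives that kept the adjusted limma threshold, a separate fit of each comparison without a dye term moved the count for APP_WT versus WT most, to 1853 probes.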

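Of 58 genes named by the paper or belonging to the design that had an expressed probe, 51 were higher in APP_WT than in WT neurospheres (limma adjusted p below 0.05) and none was lower. The 24 immune genes that the paper lists for BK_APP were all higher in APP_WT, with a median log2 fold change of 1.74 (range 0.65 to 2.51), and so were the 17 expressed genes of the 18 it lists for HOE_APP, with a median of 1.91 (range 0.45 to 4.498). Among named genes well above background in WT on all 4 arrays, Cxcl10 had the largest increase (log2 fold change 4.498), followed by C3 (4.17) and Rtp4 (3.12). For 11 genes the probe was not well above background in WT on any of the 4 arrays, so that only a lower bound can be given, formed from the APP_WT mean and, on each array, the higher of the lowest signal well above background in the WT channel and the signal of the probe itself there, after loess and Aquantile normalization. Where the signal of the probe was the higher one on every array, the bound equals the measured fold change. Expression was at least 5.49-fold higher for Ccl4, at least 4.35-fold higher for Acod1, at least 4.11-fold higher for Adgre1, at least 3.76-fold higher for Ifit1, at least 3.36-fold higher for Lilrb4a and at least 3.33-fold higher for Blnk, and the bound of the remaining 5 (Bcl3, Rsad2, Ptpn6, Tnf and Gpr65) lay between 1.32-fold and 2.42-fold. Lists of genes that were not taken from these arrays moved in the same direction. All 30 expressed genes of a list of 32 interferon-induced genes were higher in APP_WT, with a median log2 fold change of 1.102 (adjusted p = 6.07e-22 in limma's camera, a test of a gene list against all other genes with a preset correlation of 0.01 between genes). In a list of 20 NF-kB and inflammatory genes, all 13 expressed genes were higher, with a median of 1.28. Of 24 expressed microglial genes 23 were higher, with a median of 0.95 (camera adjusted p = 4.38e-14). The size of these medians depends on the processing. With the deposited log2 ratios they were 2.38 for the interferon, 2.88 for the inflammatory and 2.12 for the microglial list. Without the filter for expressed probes they were 0.64 for the inflammatory and 0.72 for the microglial list. The paper had picked 10 of the interferon genes, 7 of the inflammatory genes and 9 of the microglial genes from these arrays. Among 41 lists tested, camera called 19 in APP_WT versus WT, limma's fry 21 and camera with the correlation estimated from the data only 1, the microglial list (adjusted p = 0.0222). Many of these lists, among them Reactome sets and the paper's own lists, share genes, so the counts are not of separate results.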

Our results showed a specific enrichment in gene expression of APP_WT neurospheres, especially for genes related to immune responses (first column of Fig. 1B). This result corroborates the data published in our previous paper [7]. Controls used for this analysis are the same ones that allowed us to obtain consistent data in our previous work, and were reanalyzed for the data reported here.

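In BK_APP compared to APP_WT, 27 of the 30 expressed interferon-induced genes were higher, with a median log2 fold change of 0.13 (camera adjusted p = 9.69e-07). The medians of the 4 arrays were 0.22, 0.11, 0.16 and −0.09, so that the 4th array did not share the direction. With each replicate left out in turn the median was 0.03 to 0.18 and the list kept its call (highest camera adjusted p = 0.0427). Of the 13 NF-kB and inflammatory genes 12 were higher, with a median of 0.24 (camera adjusted p = 7.35e-10) and a median of −0.06 on the 4th array against 0.27 to 0.32 on the others. The microglial genes shifted less, by a median of 0.04, with 15 of 24 genes higher (camera adjusted p = 0.00389) and −0.14 on the 4th array. Without replicate 1 or without replicate 3 the microglial list lost its call in camera (adjusted p = 0.0744 and 0.0574). A list of genes that activate innate immunity, from the paper's supplementary material, had a median of 0.05 over 44 genes (camera adjusted p = 0.000811). None of these lists was called under fry or with an estimated correlation, where the interferon list had adjusted p of 0.294 and 0.254. Over all 41 lists, many of which share genes, camera called 27 in BK_APP, and fry and camera with an estimated correlation called 0 each.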

In our current study, we found that BK treatment (BK_APP neurospheres) increased the expression of genes related to immune responses (Fig. 1B, second column). Conversely, expression levels of these genes was decreased in HOE_APP neurospheres (Fig. 1B, third column).

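In HOE_APP compared to APP_WT, whose direction is likely only, all 30 expressed interferon-induced genes were lower. Their median log2 fold change was −0.20 (camera adjusted p = 8.94e-23), and the array medians were −0.32, −0.17, −0.05 and −0.37, below 0 on 4 of 4 arrays. Of the NF-kB and inflammatory genes 12 of 13 were lower, with a median of −0.12 (camera adjusted p = 8.52e-05), although the median of the 3rd array was 0.05. This list lost its call without replicate 1 or without replicate 4 (camera adjusted p = 0.0611 and 0.217). Of the microglial genes 21 of 24 were lower, with a median of −0.07, and the list kept its call in camera when arrays were centered on their median in place of loess, which moved the list to −0.0043 and the median of all expressed probes to 0.0759. The innate immunity list had a median of −0.03. Camera called 23 of the 41 lists in HOE_APP, but none of the immune lists held under fry, where the interferon list reached an adjusted p of 0.128, or with an estimated correlation. The difference between the treatments was tested directly. In BK_APP minus HOE_APP the interferon list had a median of 0.32, the NF-kB and inflammatory list 0.36 and the microglial list 0.14, and only the microglial one was called with an estimated correlation (adjusted p = 0.0485). Under fry the microglial list reached an adjusted p of 0.0524, and 0.0299 with the replicate number as a block, a setting chosen after the results were seen. With the sign of the HOE_APP arrays turned, also chosen then, the differences were −0.12, 0.0971 and −0.0159. From higher expression of immune genes in BK_APP and lower expression in HOE_APP, the paper's discussion proposes that the treatments reinforced or attenuated the inflammatory state. Its conclusions state this without a hedge.

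**Figure D1:**
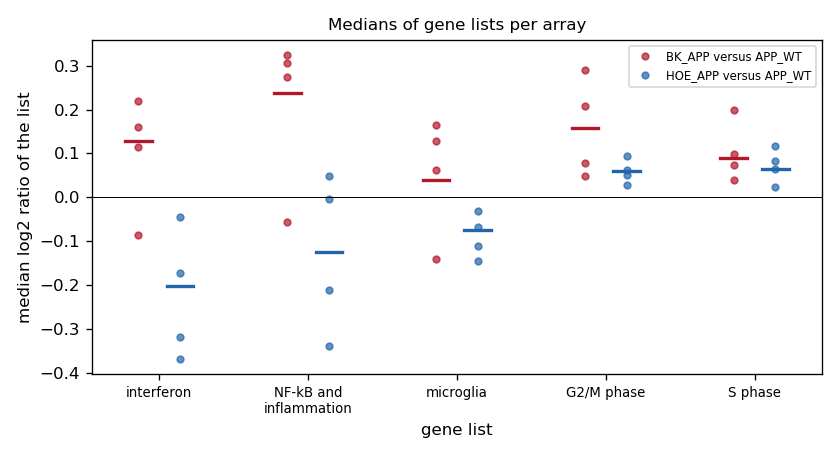
Median log2 ratio of the genes of 5 lists on each of the 4 arrays of BK_APP and HOE_APP compared to APP_WT (points), with a bar at the median of the fitted log2 fold changes. The bar of the interferon list lies at 0.13 in BK_APP and −0.20 in HOE_APP, and those of the lists for the G2/M and S phases of the cell cycle lie above 0 in both.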

**Fig. 1:**
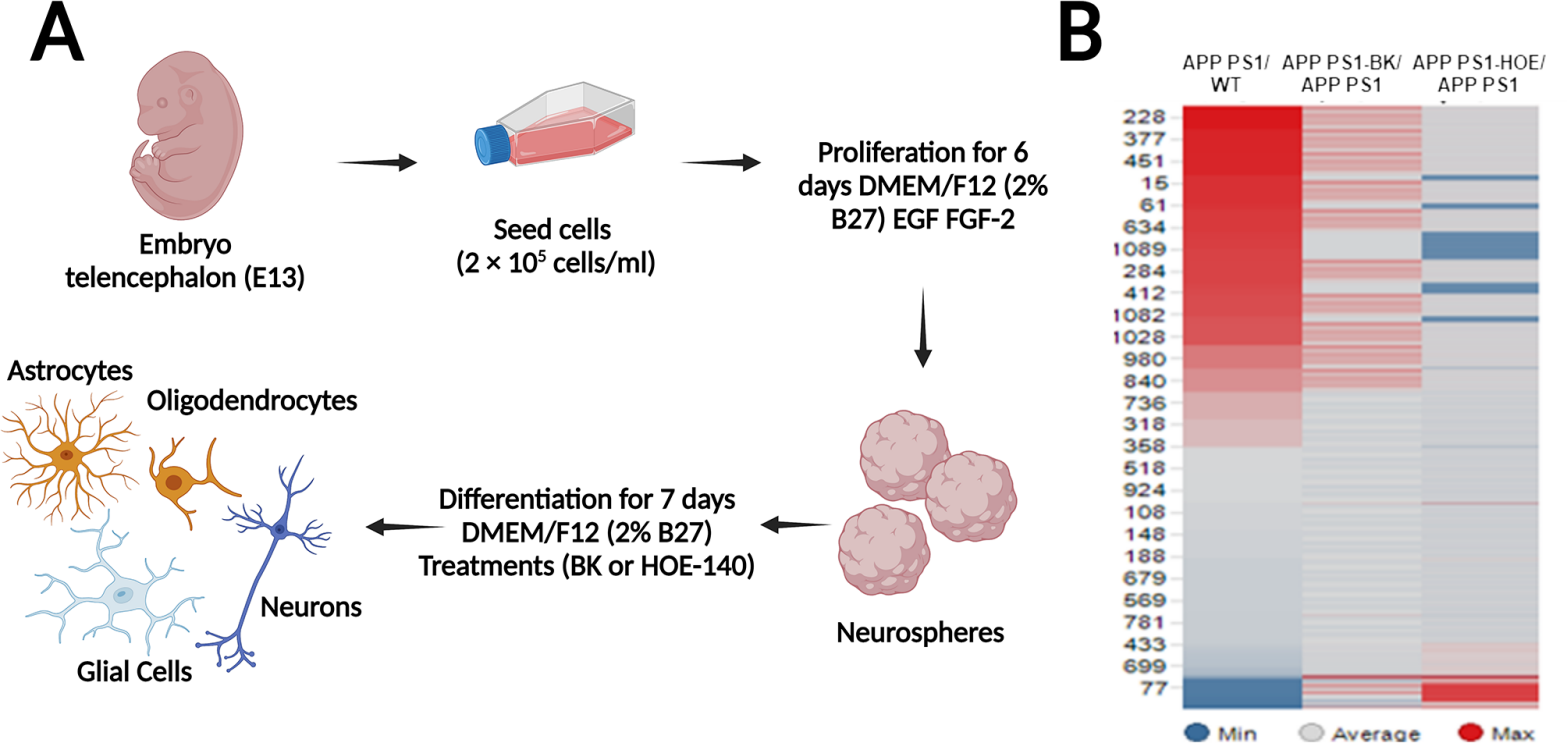
Workflow of neurosphere preparation and differentiation, and heatmap of gene relative expression. **A** Schematic representation of fundamental steps for performing neurosphere assays obtained from the telencephalon of mouse embryos (E13). **B** Altered gene expression profiles comparing APP_WT with WT neurospheres; BK_APP with APP_WT neurospheres and HOE_APP with APP_WT neurospheres. Heatmaps showing the expression ratios (log_2_) of genes related to the immune response of four independent replicates (R1-R4) of the comparison described above. Differentially expressed transcripts were identified using SAM and rank products (*p* ≤ 0.05)

### Expression changes in neurospheres treated with BK and HOE-140

To understand the effects of BK and HOE-140 treatments on differentiated AD neurospheres, we determined the genes, which were significantly enriched in pathways related to immune responses. 

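Of the 18 immune genes underexpressed in HOE_APP according to the paper, 17 had an expressed probe, and Zc3hav1 (zinc finger CCCH-type antiviral protein 1) did not pass the filter. All 17 were lower in HOE_APP than in APP_WT, with a median log2 fold change of −0.25 (range −0.55 to −0.08), and 13 were lower on all 4 arrays. Over all expressed probes, 0 of them passed the limma adjusted threshold (adjusted p = 0.924 for each). At an unadjusted p below 0.05 there were 14, and SAM with rank products called 14. With p-values adjusted over the list alone, 14 had an adjusted p below 0.05, which is not independent evidence, since the paper chose the list on these samples. The largest decreases were those of Ccl5 (−0.55), Ifit1 (−0.48) and Isg15 (−0.45). In BK_APP compared to APP_WT, 15 of the 17 genes were higher, with a median of 0.14. Gbp6 has another expressed probe, whose log2 fold change had the opposite sign in BK_APP.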

Comparison between the expression in APP_WT and HOE_APP genes demonstrated 18 genes, which were underexpressed: bone marrow stromal antigen 2, complement C4-B, C-C motif chemokine 5, CX3C chemokine receptor 1, C-X-C motif chemokine 10, antiviral innate immune response receptor RIG-I, guanylate-binding protein 5, guanylate-binding protein 6, psychosine receptor, interferon-induced helicase C domain-containing protein 1, interferon-induced protein with tetratricopeptide repeats 1, interferon-induced protein with tetratricopeptide repeats 3, ubiquitin-like protein ISG15, lymphocyte antigen 86, tyrosine-protein phosphatase non-receptor type 6, S-adenosylmethionine-dependent nucleotide dehydratase RSAD2, Toll-like receptor 2 and zinc finger CCCH-type antiviral protein 1 (BST2, C4B, CCL5, CX3CR1, CXCL10, DDX58, GBP5, GBP6, GPR65, IFIH1, IFIT1, IFIT3, ISG15, LY86, PTPN6, RSAD2, TLR2 and ZC3HAV1, respectively) in neurospheres treated with HOE-140 (Fig. 2A). Twenty-four genes were overexpressed in BK_APP compared to APP_WT: B-cell lymphoma 3 protein, B-cell linker protein, complement C1q subcomponent subunit B, caspase-4, C-C motif chemokine 2, C-C motif chemokine 3, C-C motif chemokine 4, monocyte differentiation antigen CD14, CX3C chemokine receptor 1, C-X-C motif chemokine 5, adhesion G protein-coupled receptor E1, fatty acid synthase, guanylate-binding protein 5, GTP cyclohydrolase 1, interferon-induced protein with tetratricopeptide repeats 1, immunoglobulin superfamily member 6, ubiquitin-like protein ISG15, leukocyte immunoglobulin-like receptor subfamily B member 4, Toll-like receptor 2, tumor necrosis factor alpha, triggering receptor expressed on myeloid cells 2, TYRO protein tyrosine kinase-binding protein, proto-oncogene vav and vascular cell adhesion protein 1 (BCL3, BLNK, C1QB, CASP4, CCL2, CCL3, CCL4, CD14, CX3CR1, CXCL5, EMR1, FAS, GBP5, GCH1, IFIT1, IGSF6, ISG15, LILRB4, TLR2, TNF-alpha, TREM2, TYROBP, VAV1 and VCAM1, respectively) in BK-treated neurospheres (Fig. 2B).

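All 24 genes had an expressed probe, and 23 were higher in BK_APP than in APP_WT, with a median log2 fold change of 0.25. The values ranged from −0.05 for Vav1, the exception, to 0.49 for Cxcl5, and another expressed probe of Vav1 had a positive value (0.07). The symbol FAS was read as the Fas receptor gene, which was higher by 0.25, and Fasn, which encodes fatty acid synthase, had a log2 fold change of −0.16. Limma called 0 of the 24 over all expressed probes (adjusted p 0.967 to 0.973), 18 had an unadjusted p below 0.05, and SAM with rank products called 20. Adjusted over the list alone, 15 had an adjusted p below 0.05. This count is not independent evidence either, because the list came from the same arrays. The ratio was above 0 on all 4 arrays for 13 genes. On the 4th array the median of the 24 genes was 0.02, against 0.33, 0.25 and 0.34 on the others. In HOE_APP compared to APP_WT, 21 of the 24 were lower, with a median of −0.16.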

Among the 37 genes modulated by the treatments, five showed opposite behaviors, being overexpressed in conditions of BK stimulation and underexpressed when the B2 receptor had been blocked with HOE-140: CX3CR1, GBP5, IFIT1, ISG15, and TLR2.

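Cx3cr1, Gbp5, Ifit1, Isg15 and Tlr2 were each higher in BK_APP and lower in HOE_APP, relative to APP_WT. The log2 fold changes in BK_APP were 0.17 ± 0.21 (SD, n = 4 arrays) for Cx3cr1, 0.29 ± 0.27 for Gbp5, 0.25 ± 0.12 for Ifit1, 0.19 ± 0.21 for Isg15 and 0.23 ± 0.13 for Tlr2. In HOE_APP they were −0.18 ± 0.12 for Cx3cr1, −0.36 ± 0.29 for Gbp5, −0.48 ± 0.20 for Ifit1, −0.45 ± 0.28 for Isg15 and −0.24 ± 0.20 for Tlr2. Standard errors of the limma model were 0.07, 0.12, 0.08, 0.11 and 0.08 in the same order. Unlike the SDs, they leave out the difference between dye orientations. The limma adjusted p over all expressed probes was 0.967 for each gene in BK_APP and 0.924 in HOE_APP. Adjusted over the list alone, 4 of the 5 genes had an adjusted p below 0.05 in BK_APP and all 5 in HOE_APP. Cx3cr1 was the only one of them below 0 on an array of BK_APP (−0.03 on the 4th array), and Tlr2 the only one above 0 on an array of HOE_APP (0.05 on the 3rd). In APP_WT versus WT, Cx3cr1, Gbp5, Isg15 and Tlr2 were higher by log2 fold changes of 2.01 to 2.31. Ifit1 was higher by at least 1.91, as it was not well above background in WT on any array. In WT, Gbp5 and Tlr2 were well above background on only 1 of 4 arrays, and Cx3cr1 on 2. The difference between the treatments, BK_APP minus HOE_APP, ranged from 0.35 for Cx3cr1 to 0.74 for Ifit1, with a limma adjusted p over all probes of 1.0 for each and all 5 below 0.05 when adjusted over the list alone.

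**Figure D2:**
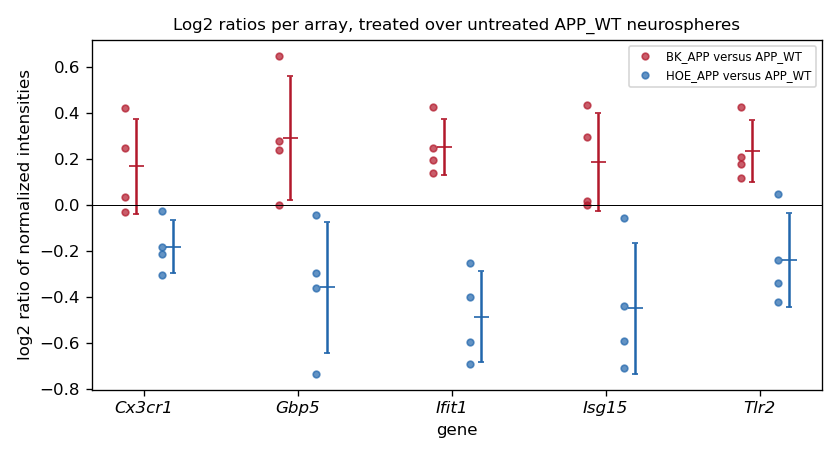
Log2 ratios of the 5 genes on each array (points) with the mean and SD of the 4 arrays, in BK_APP versus APP_WT and HOE_APP versus APP_WT. The means in BK_APP lie between 0.17 and 0.29 and those in HOE_APP between −0.48 and −0.18.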

**Fig. 2:**
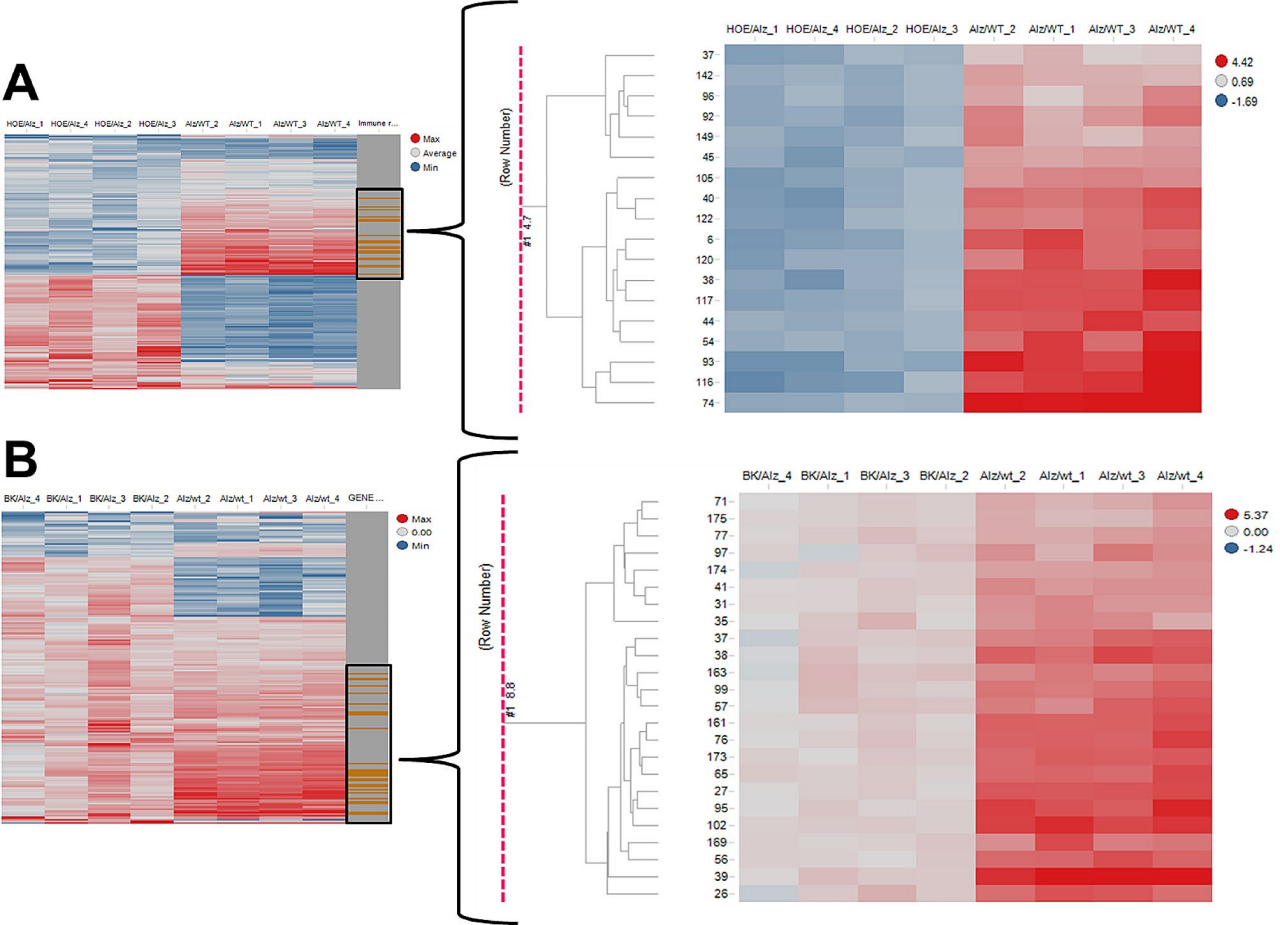
Gene expression changes in transgenic neurospheres treated with BK and HOE-140. **A** Heatmap with emphasis on genes related to immune responses, which were underexpressed in HOE_APP neurospheres. **B** Heatmap with emphasis on genes related to immune responses, which were overexpressed in BK_APP neurospheres

### Quantitative expression analysis of genes of differentiated APP^swe^/PS1^dE9^ neurospheres

The expression of eight important genes linked to inflammatory responses and cell-to-cell communication in the CNS was investigated by RT-real time PCR. In a previous study of our group [7], the expression of these genes was significantly increased in APP/PS1neurospheres, and it was now our interest to evaluate the expression pattern of these genes in BK /HOE-140 treated neurospheres.

The results (Fig. 3) revealed a significant decrease (*p* < 0.05) in C3, CCL12, and CCL5 expression in HOE_APP neurospheres compared to APP_WT neurospheres. Expression of TLR2 and CCL12 was significantly increased (*p* < 0.05) in BK_APP neurospheres compared to APP_WT neurospheres. There were no significant differences in the expression of CCL3, CX3CR1, TNF, and Iba-1 genes between treated and untreated neurospheres.

**Fig. 3:**
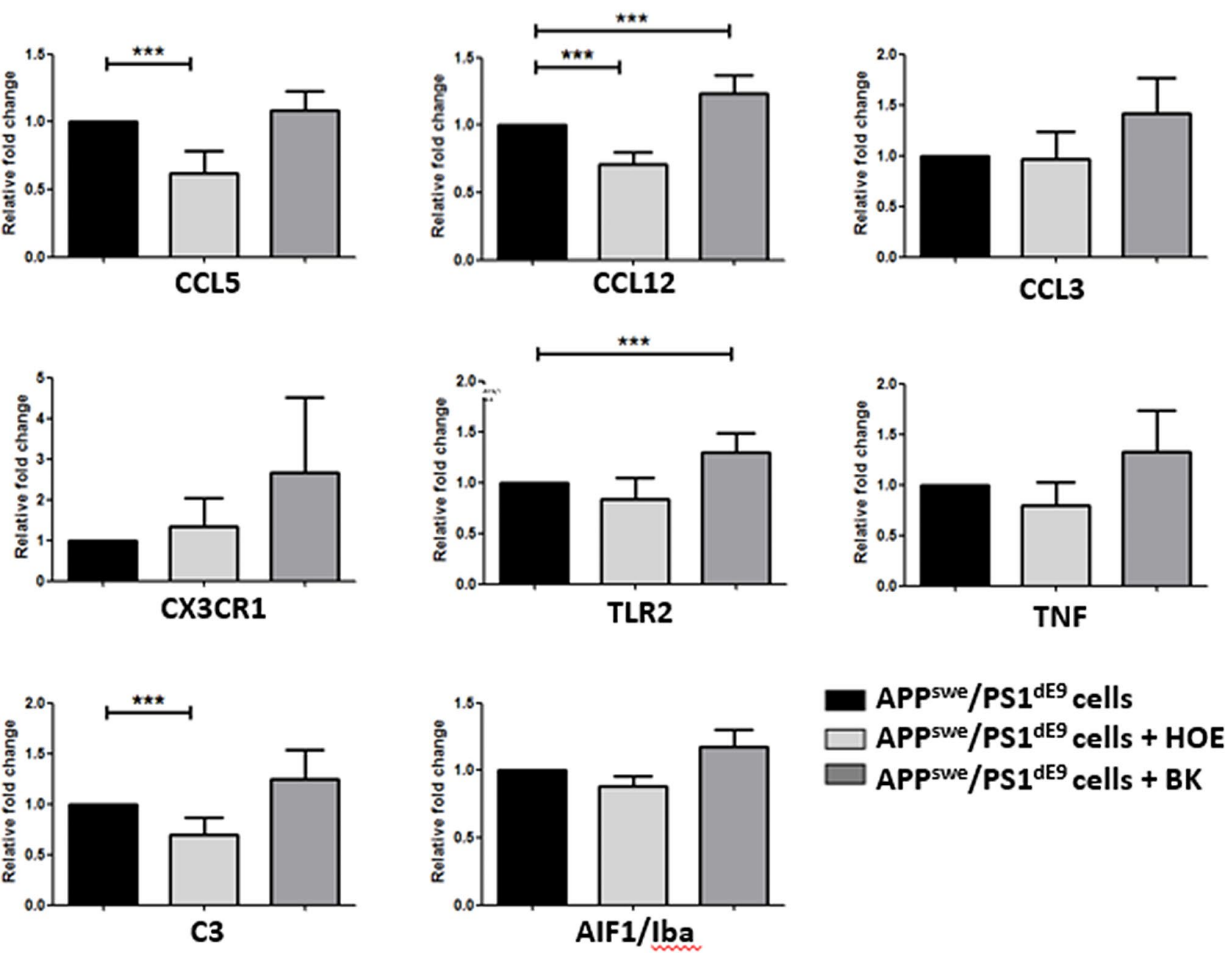
mRNA expression levels of 8 inflammatory genes in neurospheres. The experiments were performed by RT-real time PCR using at least four independent replicates. GAPDH gene expression was used to normalize expression levels (Paired t-test, two-tailed; ***p ˂0.05)

The presence of microglia in neurospheres is expected since these cells are known to migrate to the brain around the ninth day of embryonic development. Ginhoux and colleagues (2013) described that, with the establishment of the circulatory system, which occurs from E8.5 to E10, yolk-sac derived primitive macrophages would spread into the embryo through the blood, migrating to various tissues, including the brain, where they proliferate and colonize [23]. Since NPCs were isolated from embryo telencephalon (day 13; E13) of wild-type (WT) or APPswe/PSldE9 C57BL/6 mice embryos, macrophages already have migrated to the brain, where they differentiate into microglia. The RNA-seq analysis further corroborated the infiltration hypothesis. Microglial markers, including Aif1, Fcrls, Hexb, and Tmem119, were upregulated in their expression levels in APP/PS1 compared to WT neurospheres [7]. 

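Aif1 was higher in BK_APP than in APP_WT by a log2 fold change of 0.22 (standard error 0.08, limma adjusted p = 0.967, unadjusted p = 0.0154). The SD between the 4 arrays was 0.19, and 3 of them were above 0 while the 4th was at −0.02. In APP_WT versus WT it was higher by 2.22. Tmem119 was at −0.01 in BK_APP. In HOE_APP, Aif1 was at −0.08.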

The Aif1 gene, that encodes the Iba protein, is also identified in the BK_APP. Expression of this microglial marker had a tendency of upregulation following BK treatment (Fig. 3). Additionally, samples from AD-differentiated neurospheres exhibited a higher frequency of CD11b-positive cells compared to those from WT animals, indicating the presence of activated microglia in this AD model (Fig. S1).

### Reactome enrichment

The human orthologous genes assigned to mouse genes detected in the microarrays and their respective FCs were used to analyze enriched pathways from Reactome and BPs and CCs from GO (Figs. 4 and 5). In GO, APP_WT displayed enrichment of 24 CCs and 135 BPs terms, HOE_APP genes were enriched in 26 BPs and BK_APP genes were enriched in 6 CCs and 57 BPs terms, respectively. No BP was found in common among the three groups (Fig. 4D). A similar analysis was performed for the enrichment of pathways in Reactome and CC in GO (Fig. 5). 

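The enrichment itself, which the authors ran on human orthologs, was not repeated. Instead, the expressed mouse genes of the Reactome sets corresponding to the pathways in Fig. 5 were tested as lists in each comparison. For Fig. 5A, 15 sets with 2 to 446 expressed genes could be formed, and 1 pathway had no set in the collection used. The sets overlap, and those for nucleosome assembly and for CENPA deposition gave the same values over 36 genes each. Counts of sets are therefore not counts of separate results. Camera called 12 of them in BK_APP and 9 in HOE_APP, in both cases with higher expression than in APP_WT, and fry and camera with an estimated correlation called 0 in either. In BK_APP the smallest adjusted p under fry was 0.134. For Fig. 5B, camera called none of the 3 sets in HOE_APP (adjusted p 0.0588 to 0.260).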

Only genes present in HOE_APP, and BK_APP groups generated significant enrichment of Reactome terms, with 3 and 16  enriched pathways, respectively.

**Fig. 4:**
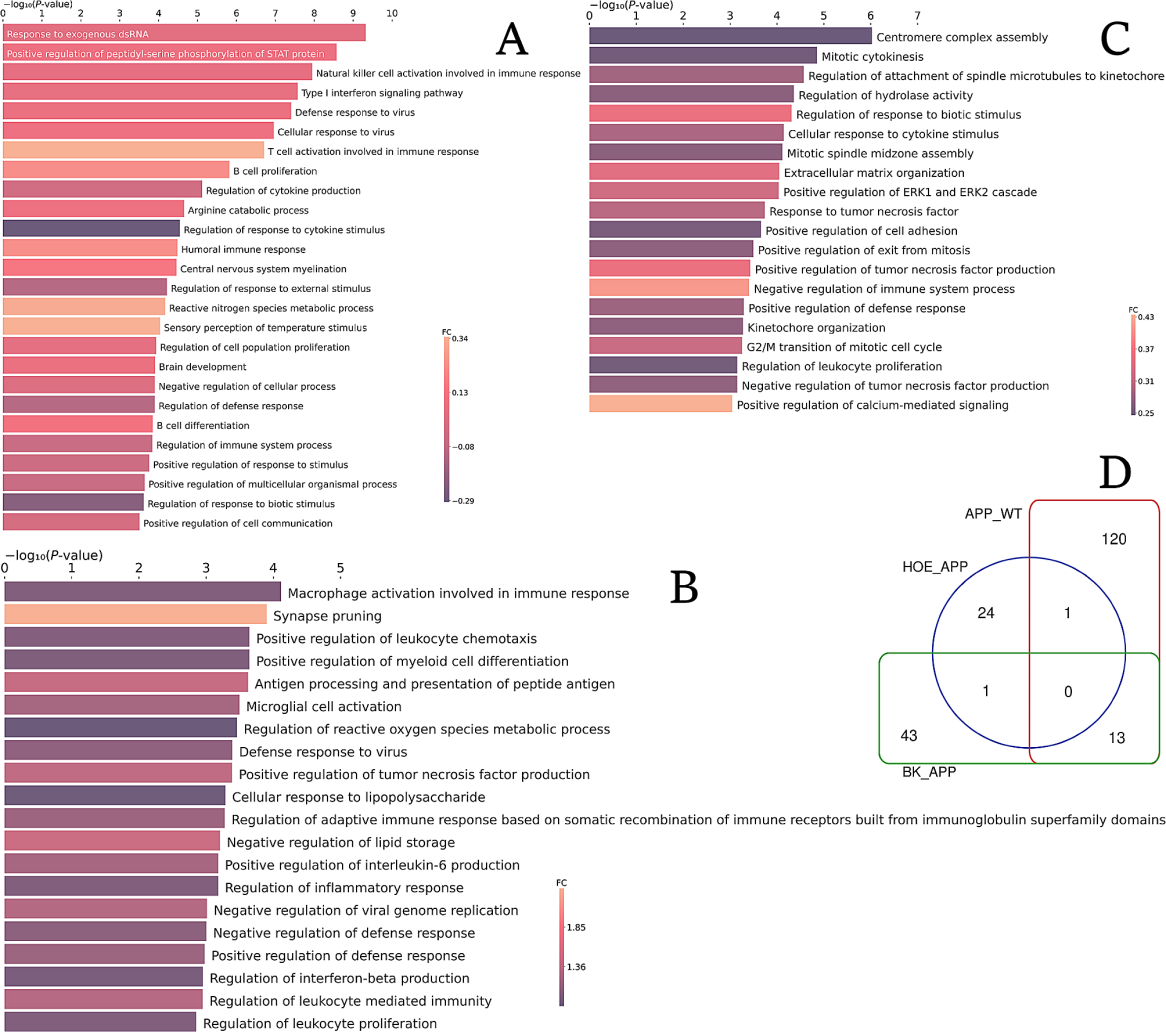
BPs by GO enrichment and their respective average FCs. **A, B**, and **C**, HOE_APP, APP_WT, and BK_APP genes, respectively. In the last two groups, only the 20 BPs with the biggest FCs are shown. In **D** the number of common processes between the groups is presented

**Fig. 5:**
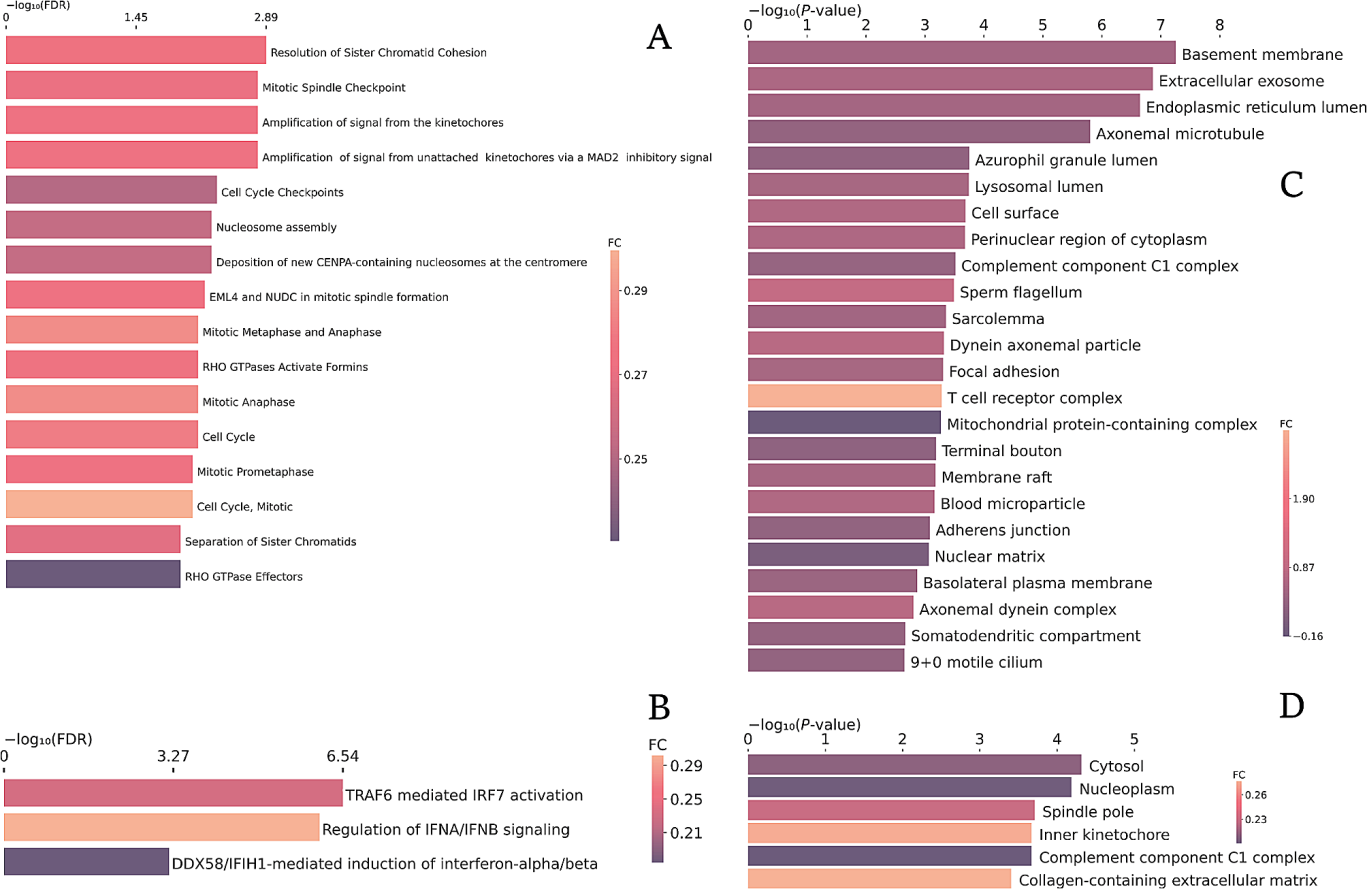
Enrichment of pathways by Reactome and CCs by GO and their respective average FCs. **A** and **B** pathways enriched in Reactome with all genes identified in BK_APP and HOE_APP, respectively; **C** and **D**, GO-enriched CCs with all genes identified in APP_WT and BK_APP, respectively

### Correlation of gene expression between treatments

Based on our hypothesis, it was possible to propose that HOE_WT, APP_WT, and BK_WT is the order that characterizes the increasing impairment of the immune system. To investigate this proposal, we verified which genes vary their expression following this order, with absolute Pearson’s correlation > 0.9 and *p* < 0.05, (Fig. 6). 

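An unadjusted limma p of 0.05 or lower in all 3 comparisons was reached by 96 probes, and those with a gene name stood for 61 genes. Given the 9347 probes with such a p in APP_WT versus WT, chance in both treatments would give 23.4 of them if the comparisons were independent, but they share the untreated neurospheres. With adjusted p-values the number was 0, as BK_APP and HOE_APP had no probe below the threshold. Without replicate 4 the number of genes rose to 262, and without replicate 2 it fell to 21. The fold changes to WT were formed as the paper describes, by adding the log2 fold change of BK_APP or HOE_APP to that of APP_WT.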

The calculation of FCs referring to WT is only possible among the genes identified in the three groups (HOE_APP, APP_WT, and BK_APP), therefore, this analysis was performed with 25 mouse genes and 17 human orthologous genes. Eight mouse genes and five human orthologs genes fit this restriction, all with positive correlations (Fig. 6A, and B, respectively).

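Among the 61 genes, 20 had a Pearson's r above 0.9 over the order HOE_WT, APP_WT and BK_WT and 3 an r below −0.9. With 3 values r must reach 0.9969 for a p below 0.05, and 16 genes with a positive r did. The genes shown in Fig. 6 (Acod1, Gbp5, Slamf9, Tlr2, Cx3cr1, Isg15, Rac2 and Cp) all followed the order, with r from 0.973 to 1.0. Their log2 fold changes in HOE_WT, APP_WT and BK_WT were at least 1.90, 2.12 and 2.42 for Acod1, which was not well above background in WT on any array, 1.74, 2.10 and 2.39 for Gbp5, 1.22, 1.44 and 1.61 for Slamf9, and 1.78, 2.01 and 2.25 for Tlr2. They were 2.13, 2.31 and 2.48 for Cx3cr1, 1.84, 2.29 and 2.47 for Isg15, 0.99, 1.12 and 1.23 for Rac2, and 0.64, 0.84 and 1.01 for Cp. In WT, Gbp5, Slamf9, Tlr2, Rac2 and Cp were well above background on only 1 of 4 arrays, and Cx3cr1 on 2. The sizes of their fold changes to WT are therefore uncertain. The steps from APP_WT to either side had standard errors of 0.07 to 0.12. For Rac2, Cp and Isg15 the step to BK_WT had an unadjusted limma p of 0.161, 0.140 and 0.128. The step to HOE_WT had one of 0.130, 0.104 and 0.00253 in the same order. The r of Acod1 and Isg15 had p of 0.0540 and 0.148. Over the 12 values of the single replicates, in place of the 3 means, r was 0.49 to 0.90 and 0 genes passed 0.9. Of all expressed probes, 32.8% had an r above 0.9 or below −0.9 over these 3 values, against 28.7% for 3 unrelated values and 56.9% with the sign of the HOE_APP arrays turned.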

**Fig. 6:**
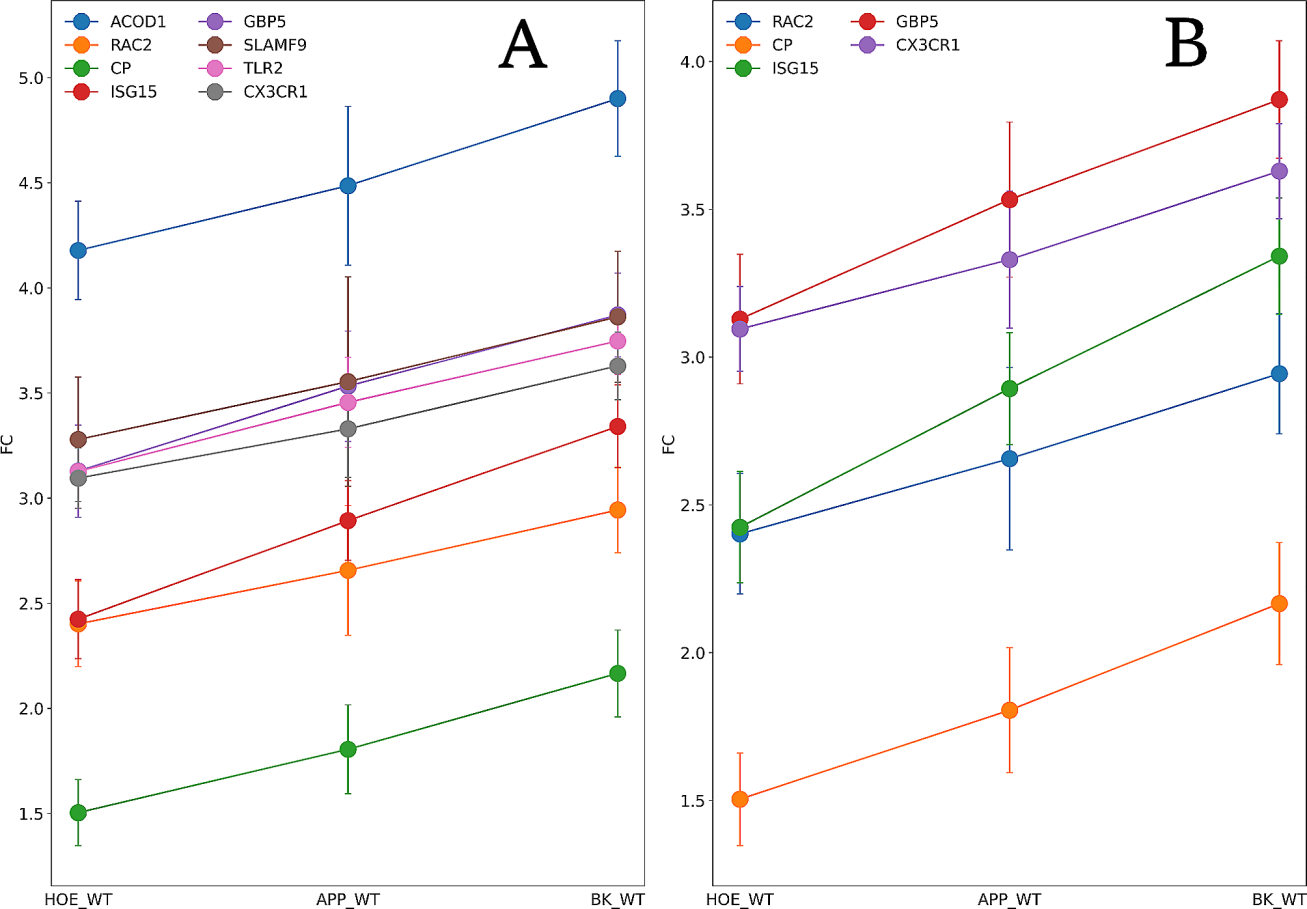
Proteins with an absolute Pearson’s correlation greater than 0.9 and a p-value lower than 0.05. **A** are arranged mouse proteins and in **B** their human orthologs

### Construction of protein-protein interaction (PPI) networks and calculation of weighted system impact (wSI)

The number of proteins and interactions in each PPI network are presented in (Fig. S2). The PC analysis in the HOE_APP, APP_WT, and BK_APP progression can also be done with the protein’s *wSI*, in order to highlight the role of treatments in the topological position of the proteins in the network (Fig. 7). Epithelial membrane protein 1, TNF receptor-associated factor 1, stimulator of interferon genes protein, synaptosomal-associated protein 29, syntaxin-4 and ubiquilin-1 (EMP1, TRAF1, STING1, SNAP29, STX4, and UBQLN1, respectively) in addition to having extreme PC values, are correlated with the immune system, with the first three being PC positive and the others being negative.

**Fig. 7:**
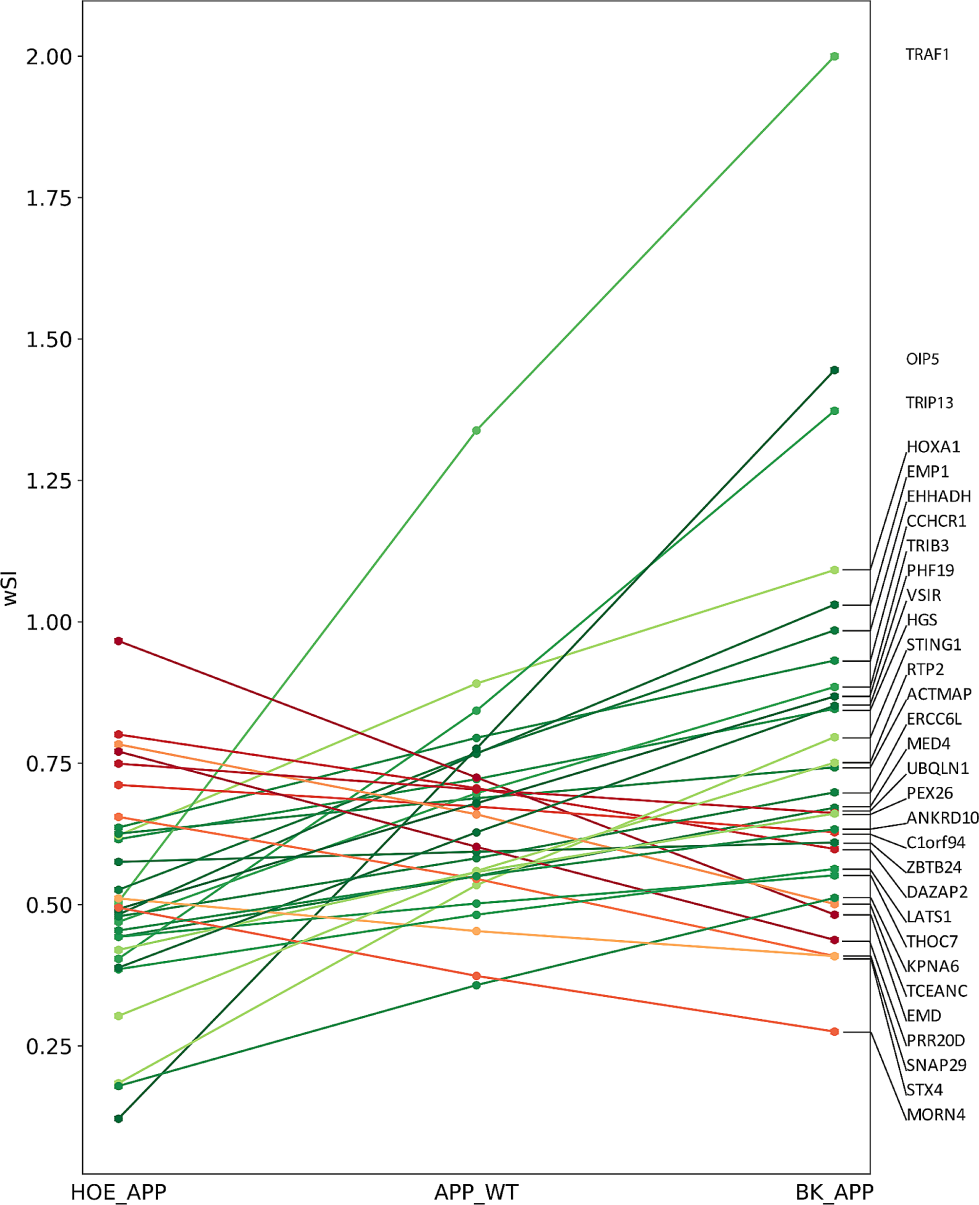
Proteins and *wSI*, which have absolute Pearson’s correlation greater than 0.9. Lines in shades of red represent progression with negative PC and those in shades of green with positive PC (p-value < 0.05)

### Comparison with the transcriptome of human AD patients

In order to make a parallel between the findings determined through the murine neurosphere models and human patients, comparisons were made with a dataset of tissue from cases with Alzheimer’s available in the GEO database (GSE118553) [21]. The detected coding genes and their respective FCs between AD patients and normal controls were used for comparison with the transcriptomes of the neurosphere model and their treatments, in two ways: by FCs and *wSI* of the common genes between the groups. For these, PPI networks were constructed for each tissue and condition of patients with AD. Isolated sets were deleted and only the main set was used in this analysis.

The reorganization of the gene expression pattern generated by the treatments with HOE-140 and BK can be observed by the correlation of gene expression with the human profile (Fig. 8 and clusters in Table S2). Only 11 genes are shared between the neurosphere experimental groups and those obtained from the human dataset. The Pearson’s correlation values of these genes are moderately negative between the HOE_APP group and all regions of the human brain studied, except for the cerebellum, which has a low positive correlation. On the other hand, the APP_WT group mainly presents moderate positive correlations, and the BK_APP group has low positive correlations. This is an indication that treatment with HOE-140 generates a considerable change in the expression of these 11 transcripts compared to the expression in brain regions that AD compromises.

**Fig. 8:**
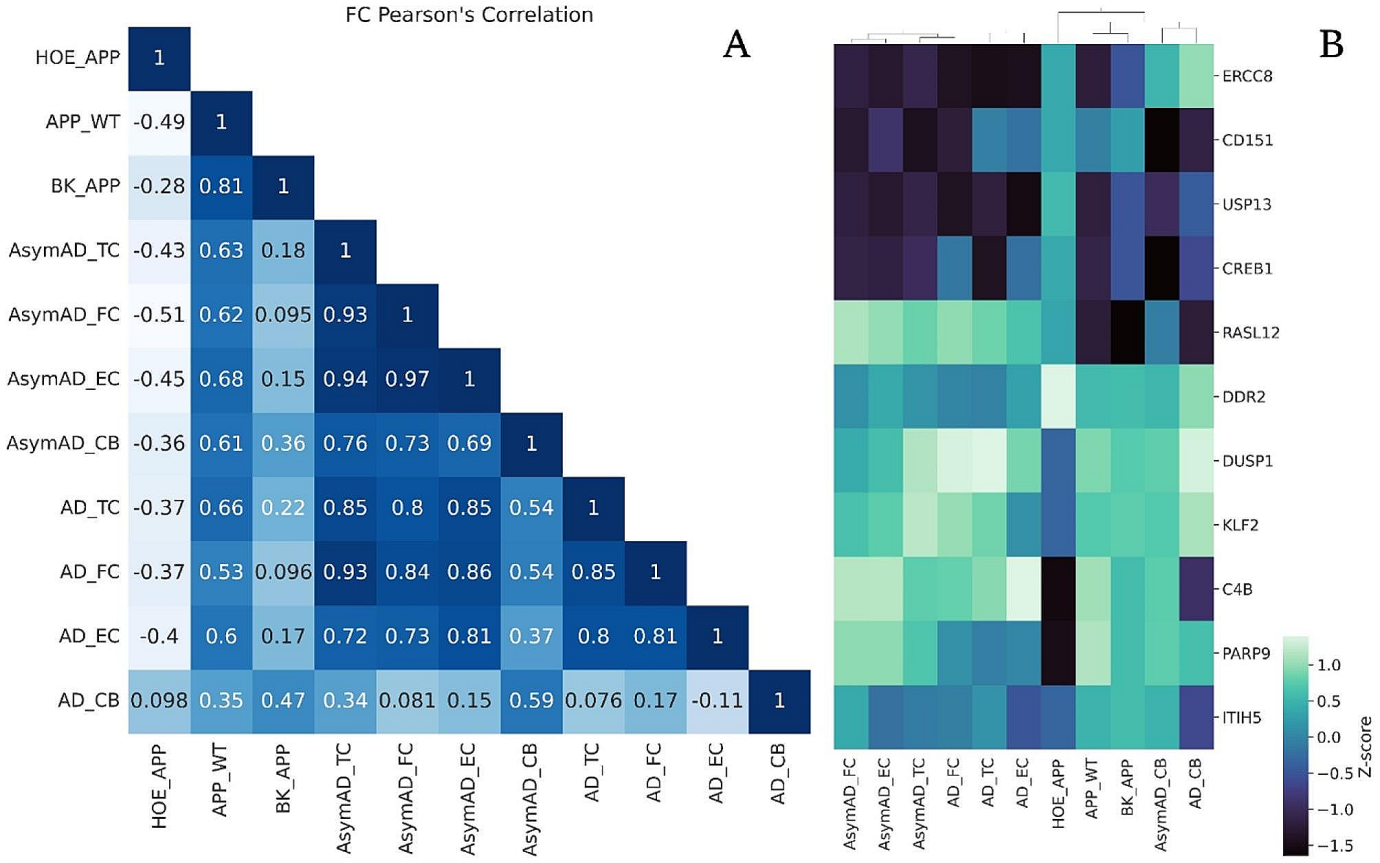
The 11 genes were detected in the microarray analysis and in the human dataset. **A** correlation between FCs of genes. **B** heatmap with hierarchical clustering of FCs of the 11 genes commonly detected in the murine neurospheres and AD patients’ tissues

The *wSI* of each of the common proteins among all constructed networks was used to verify the correlation between the groups (Fig. 9 and Fig. S3). This analysis indicates whether the different groups compared have the “dominance” of the genes in the PPI network distributed in a similar way. BK_APP and HOE_APP have a lower to moderate correlation with the human dataset compared to APP_WT that has moderate to high correlations (Fig. 10A). This indicates that, in the topological context of the network, the APP_WT system favors proteins similarly to human disease. On the other hand, treatments with BK or HOE-140 generate a change in the model, mischaracterizing it, of its proximity to human tissues. The correlation of the APP_WT group is always higher for TC, FC, and EC tissues than with CB, which is consistent with the low or null impact of AD on CB. Among the three tissues affected by AD, the one with the highest correlation with APP_WT is EC, one of the first regions affected by the disease. For these same three tissues, the correlation of APP_WT with symptomatic patients is greater than with asymptomatic ones. Indicating that the model more closely represents patients with clinical diagnoses, advanced Braak stage, and neuropathological assessment at autopsy showed hallmark AD pathology.

**Fig. 9:**
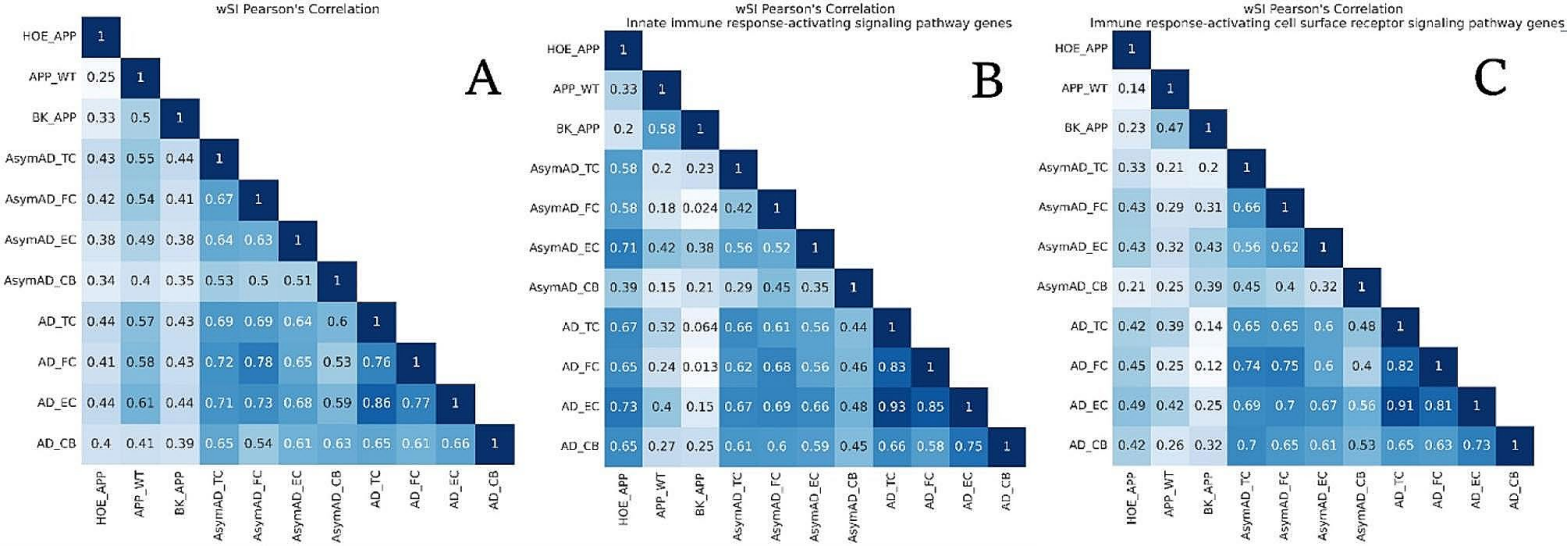
Correlation matrix between *wSI* of the genes. **A**: Correlation matrix of the 4211 genes contained in all groups. **B**: Correlation between *wSI* of the 59 genes belonging to the biological process innate immune response-activating signaling pathway. **C**: Correlation between *wSI* of the 82 genes belonging to the biological process immune response-activating cell surface receptor signaling pathway

The 4211 proteins common to all groups enrich, according to the Gene Ontology bank, two biological processes related to the immune response: innate immune response-activating signaling and immune response-activating cell surface receptor signaling pathways. The *wSI* of the genes that enrich these processes was used to construct a correlation matrix between the groups, (Fig. 9B and C). HOE_APP, APP_WT, and BK_APP, in this order, have a decreasing correlation with human tissues. That is, the treatment with HOE-140 alters the model of neurospheres bringing the topological position of the genes of HOE_APP closer to those of human tissues with AD. BK treatment decreases this correlation. This decreasing pattern and the correlations are significantly higher in the innate immune response-activating signaling pathway, indicating a targeted action of HOE-140 in this pathway. For this pathway and in HOE_APP, correlations are higher in symptomatic patients and especially in AD_EC, indicating that this treatment increases the dominance of genes affected by AD.

The genes present in the enriched processes related to the immune system were used to cluster the experimental groups and the tissues of patients with AD (Fig. 10 and clusters in Table S3). In both processes the APP_WT and BK_APP groups are part of the same group and HOE_APP is outside this group. In the innate immune response-activating signaling pathway (Fig. 10A), HOE_APP clusters with AsymAD_EC, AsymAD_TC, and AD_CB. Using the UMAP method, none of the asymptomatic groups of patients with AD were discriminable from healthy patients, (Fig. S4). Thus, the wSI of the genes of this biological process indicates that HOE_APP is closer to groups that are spared by AD (AD_CB) and to groups in which the effect of AD is not sufficient to differentiate patients from healthy controls. In this process, NFKBIA, CD40, MYD88, and IFH1 stand out for presenting significant differences between the groups (AsymAD_CB, AsymAD_FC, AD_FC, AD_TC, AD_EC) and (HOE_APP, AsymAD_EC, AsymAD_TC and AD_CB), p of 0.02, 0.0006, 0.04 and 0.004, respectively. In the immune response-activating cell surface receptor signaling pathway HOE_APP is isolated from all other groups, indicating a treatment-related change in the dominance of genes in this process.

**Fig. 10:**
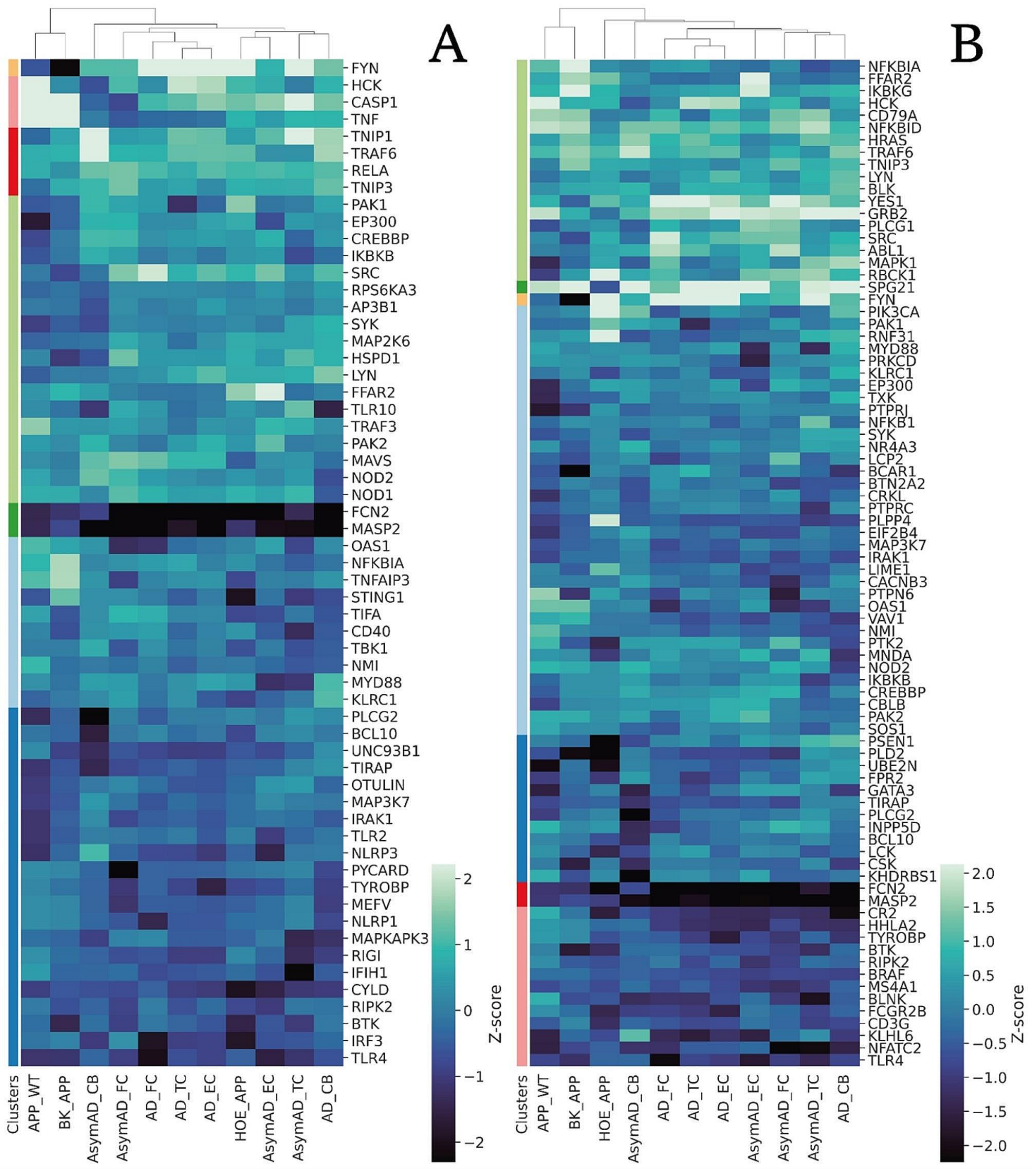
*wSI* clustered heatmap of proteins contained in GO BPs related to immune response. **A ***wSI* of the 59 genes belonging to the biological process innate immune response-activating signaling pathway. **B ***wSI* of the 82 genes belonging to the biological process immune response-activating cell surface receptor signaling pathway

## Discussion

It has long been proposed that neuroinflammation is an important pathological feature related to AD, promoting disease progression [24, 25]. It is considered an inherent host mechanism involved in the protection of the brain against infection and injury, and leads to increased production of several proinflammatory cytokines, chemokines, and inflammatory markers, particularly by microglia and other glial cells [22, 25]. In the present study, we show that the treatment of neurospheres with BK increased the expression of genes related to immune responses, suggesting that an inflammatory state was reinforced. On the other hand, the decrease in the expression of genes related to immune responses by HOE-140 suggests that it was able to attenuate the inflammatory state of APP/PS1 neurospheres. When we specifically analyzed genes, whose expression rates were modified after BK and HOE-140 treatments, we confirmed that the vast majority of them were related to microglia-mediated neuroinflammation, a key player in AD pathogenesis. Importantly, these changes were detected at an early developmental stage, indicating that familial AD has a developmental origin, as already suggested in our previous work [7].

By analyzing changes in gene expression of neurospheres treated with BK and HOE-140, it was possible to determine that many of the genes modulated by the treatments are involved in neuroinflammation mediated by microglia. Here we highlight the described correlations for some of these genes or their respective molecules, which are related to neuroinflammation or AD. For example, in genome-wide association studies, Ly and colleagues (2021) described BCL3, BLNK, LILRB4, and TREM2 as microglial genes involved in AD pathogenesis implicated by AD genomics, and therefore considered genetic risk factors for AD [26]. The molecule CD14 is a known co-receptor of TLR2 and both act together to bind fibrillar beta-amyloid and activate intracellular signaling [26, 27]. The phosphotyrosine phosphoprotein TYROBP (DAP12) is enriched by microglia and forms functional complexes with C3R and TREM2. TREM2 and C1QB are thought to be involved in the switch from homeostatic microglia to disease-associated microglia [28]. Daily and colleagues (2023) described the increased expression of CASP4 by microglia from a mouse model of AD (5xFAD) and considered CASP4 as a regulator of neuroinflammation in AD [29]. EMR1 is the mouse gene encoding F4/80 antigen, adopted as a marker for mouse mononuclear phagocyte cells [30]. The chemokines CCL2, CCL3, CCL4, CCL5, CXCL10, and CXCL5 and the chemokine receptor CX3CR1 orchestrate neuroinflammation by attracting and activating microglia and play an important role in cell-to-cell communication in the CNS [31]. IGSF6 and LY86 have been described as microglial genes identified by TMEM119 expression profile [32]. Tumor necrosis factor (TNF) is an important proinflammatory cytokine that initiates and regulates the cytokine cascade in inflammatory responses and is upregulated in AD patients [32]. Expression of BST2 in microglia is significantly increased during the development of ALS (amyotrophic lateral sclerosis) [33]. GBP5, CX3CR1, and ISG15 are involved in the innate immune response and their relevance to AD neuroinflammation will be discussed later.

The quantification of genes related to inflammatory responses and cell-to-cell communication in the CNS by RT-PCR demonstrated a decreased expression in C3, CCL12 and CCL5 in HOE_APP neurospheres. The chemokines CCL5 and CCL12 may be released by microglia, neurons, and astrocytes and participate in the activation of the immune cells, with CCL5 attracting microglia and CCL12 attracting peripheral blood leukocytes [31]. Popiolek-Barczyk and collaborators (2020) [34] demonstrated that CCL12 is involved in the activation and modulation of the complement cascade by increasing the expression of a component of the classical complement pathway. The same study demonstrated that CCL12 directly influences the activation of microglia and the secretion of immune factors [34]. C3 is the central molecule of the complement cascade, produced by glia surrounding plaques in the AD brain, and contributes to age and plaque-related synapse and neuronal loss [35]. Furthermore, an increase was observed in the expression of TLR2 and CCL12 in BK_APP neurospheres. Toll-like receptors (TLR) 2 are expressed in microglia and are activated by amyloid-$$\beta$$ (A$$\beta$$), the main constituent of the amyloid plaques in AD [36].

In APP_WT, only processes with positive mean FCs were enriched. Some of those are related to AD, such as regulation of interferon-β production, regulation of inflammatory responses, upregulation of interleukin-6 production, cellular responses to lipopolysaccharide, microglial cell activation and synapse pruning, with average FCs of 0.95, 1.00, 1.22, 0.90, 1.21 and 2.33, respectively (Fig. 4B). The enrichment of these processes is in accordance with the pathophysiology and representativeness of the APP/PS1 neurospheres model with AD, as already described in the literature [7]. Among the BPs enriched in HOE_APP, the regulation of responses to biotic stimulus and to cytokine stimulus (Fig. 4A) stands out for having negative mean FCs − 0.22 and − 0.29, respectively. The first of them is also enriched in BK_APP with FCs of 0.35 (Fig. 4C), meaning that the proteins from this BP have an average increase in expression in the group treated with BK and a decrease in the group treated with HOE-140. This BP is related to any intensity modulation of processes, such as the innate immune response and the lipopolysaccharide-mediated signaling pathway [37]. Among the BPs with the highest mean FCs in HOE_APP is T cell activation involved in immune response with FCs of 0.34. T cell activation in AD remains a topic of debate. A consensus exists regarding abnormal behaviors of T cells in the progression of AD. However, depending on the activated T-cell subsets there may be pathological or neuroprotective contributions [38]. The processes enriched by BK_APP, such as upregulation of interleukin-1 beta production and cytokine-mediated signaling pathways, hippocampal neuron apoptotic processes, neuroinflammatory responses, microglial cell activation involved in immune response and synapse pruning (Fig. 4C and Table S4) stand out for having positive mean FCs, indicating the impact of BK treatment on neurodegeneration and immune system dysfunction. The only BP in common between HOE_APP and APP_WT is the defense response to viruses. On the other hand, there are 13 common BPs between BK_APP and APP_WT, such as upregulation of interleukin-1 beta production, microglial cell migration, cytokine-mediated signaling pathway and synapse pruning, all with positive mean FCs (Fig. 4B and D and Table S5). The similarity between the processes enriched by BK_APP and APP_WT and the average FCs of each of them indicates the intensification of these BPs generated by BK treatment.

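In BK_APP the 15 Reactome sets of Fig. 5A, which overlap, had median log2 fold changes of 0.02 to 0.12, all above 0. The set for the cell cycle had a median of 0.04 over 446 genes (camera adjusted p = 1.39e-05). A list of 51 expressed G2/M phase genes was higher by a median of 0.16, with 46 of 51 genes above 0 and array medians of 0.21, 0.05, 0.29 and 0.08 (camera adjusted p = 2.53e-15, fry 0.147). A list of 41 S phase genes was higher by 0.09, with 34 genes above 0 (camera adjusted p = 2.87e-09). In HOE_APP the 15 sets were also all above 0, with medians of 0.02 to 0.04, and the G2/M and S phase lists had medians of 0.06 each. With median centering in place of loess they were 0.155 and 0.164, where the median of all expressed probes had moved to 0.0759. The difference between the treatments was 0.08 for the G2/M list (camera adjusted p = 3.11e-05, fry 0.697) and 0.02 for the S phase list, and camera called 5 of the 15 sets in it. With median centering the log2 difference for the G2/M list was 0.0344, where that of all expressed probes had moved to −0.0364. The size of these differences rests on the HOE_APP direction, which is likely only. With the sign of the HOE_APP arrays turned, chosen after the results were seen, the G2/M difference was 0.22 (camera adjusted p = 2.48e-11). That of the S phase list was then 0.15 (camera adjusted p = 1.88e-09).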

The pathways enriched by the genes in BK_APP have a positive mean FCs and are mostly related to the cell cycle (Fig. 5A). Upregulation of the cell cycle modulator is associated with AD [39]. This and other evidence gave rise to two hypotheses to explain cell cycle dysfunction in AD: senescence of neurons [40] and re-entry of the neuron into the cell cycle [41]. Both are proposed etiological processes of AD and can lead to neurodegeneration via different pathways [42]. Further evidence of the relationship between BK treatment and cell cycle dysfunction is the enrichment of the CC inner kinetochore with an average FCs equal to 0.27 (Fig. 5D). This location is related to the cell cycle as it plays a central role in chromosome segregation [43]. On the other hand, HOE_APP enriched three pathways, all related to the immune system, (Fig. 5B) [44, 45]. All of these pathways have on average upregulated genes, indicating the influence of HOE-140 on the AD model. 

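The expressed mouse genes of the 3 Reactome sets had median log2 fold changes of −0.01 (17 genes), −0.04 (12 genes) and −0.01 (46 genes) in HOE_APP compared to APP_WT, and means of −0.03, −0.05 and −0.02. These values cover every expressed gene of a set, while the averages of the paper cover the genes that enriched it.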

Among the CCs enriched in APP_WT, T cell receptor complex stands out as it has an average FCs of 2.93 (Fig. 5C). As mentioned previously, the role of T cell activation in AD has an ambiguous interpretation, as it may cause pathogenic or neuroprotective effects [38].

The correlation of gene expression between treatments reveals that ISG15, Ceruloplasmin (CP), GBP5, CX3CR1, and Ras-related C3 botulinum toxin substrate 2 (RAC2) are common between the two species. ISG15 plays a vital role in the innate immune response as a negative regulator of type I interferon [38, 46]. ISG15 has a significant increase in expression between healthy controls and patients with mild cognitive impairment (MCI) and shows a decrease in patients with AD. On the other hand, the type I interferon-stimulated gene family has expression levels positively correlated with the clinical progression of AD [45]. CP is the key copper transport protein in plasma and an iron metabolism regulator, and acts in preventing free radical formation [47]. CP has increased expression during inflammation and infection [48]. In addition, it has a correlation with neurodegenerative diseases such as AD, Parkinson’s disease, and Wilson’s disease, as these disorders exhibit alterations in the metabolism of metal ions, accumulation of iron in the brain, and decreased activity of CP [49]. GBP5 is an interferon-induced GTPase, acts in the innate immune response, and is altered in neurodegenerative systems and models [50]. GBP5 is upregulated in mice microglia exposure to Aβ peptide [51, 52]. CX3CR1 may act on immune response, inflammation, cell adhesion, and chemotaxis [53–56]. CX3CR1 deficiency alters microglial activation and reduces neurodegeneration and amyloid-β deposition in AD models [57]. Finally, RAC2 in an active state binds to a variety of effector proteins and regulates processes such as phagocytosis [58]. RAC2 is overexpressed in AD patients [59] and in the 5×FAD AD mouse model of 4 months age [52].

*wSI* in the HOE_APP, APP_WT, and BK_APP progression shows that EMP1, TRAF1, STING1, SNAP29, STX4, and UBQLN1, have extreme PC values. The first three are PC positive and the others are negative. EMP1 expression is upregulated in the cortex, cerebellum, and in human postmortem brain microglia from AD patients [60, 61]. TRAF1 is differentially expressed and associated with AD and M1 macrophages, the central immune cells in this disease [62]. STING1 begins a cellular innate immune response cascade that is activated in AD patients and aged mice. Besides that, the STING1 inhibitor improved AD pathogenesis in 5×FAD mice [63]. SNAP29 is significantly decreased in AD patients [64]. STX4 has a dual role in AD pathogenesis. In macrophages, STX4 is pro-inflammatory and promotes the exocytosis of chemokines [65]. In oligodendrocytes, in turn, STX4 helps ontrolling the homeostasis of the myelin membrane by vesicle fusion to add proteins and lipids and maintain the normal information flow between neurons [66]. Finally, UBQLN1, when overexpressed in a transgenic mouse, improves the cognitive outcomes in spatial learning and memory performance in both radial arm water maze and Y-maze tests. UBQLN1 overexpressed in APP/PS1 mice decreases amyloid-β accumulation and cognitive and motor deficits caused by AD [67]. In other words, in HOE_APP, APP_WT, and BK_APP, the proteins with increased *wSI* play significant and well-understood roles in the immune system dysfunctions caused by AD, and proteins with decreased *wSI* promote opposite effects.

In comparison with human AD patients, HOE_APP are also notable for having less similarity with the other groups (Fig. 8B). Among the 11 genes, we can highlight DNA excision repair protein ERCC-8, ubiquitin carboxyl-terminal hydrolase 13 and complement C4-B (ERCC8, USP13, and C4B, respectively) for generating this difference. ERCC8 expression is upregulated compared to the other groups, except to AsymAD_CB and AD_CB, which present comparable levels. 

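In HOE_APP compared to APP_WT, Ercc8 had a log2 fold change of 0.11 ± 0.14 (SD, n = 4 arrays; standard error 0.07, limma adjusted p = 0.924), above 0 on 3 of 4 arrays. It was 0.04 in BK_APP (adjusted p = 0.973) and 0.02 in APP_WT versus WT (adjusted p = 0.904), so that no comparison differed beyond the replicate error. Another expressed probe of Ercc8 was at −0.20 in APP_WT versus WT, at 0.05 in BK_APP and at only 0.01 in HOE_APP.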

ERCC8 encodes DNA excision repair complementation (ERC) proteins, and when mutated,  causes the Cockayne syndrome [68]. This syndrome generates accelerated aging of the patient, which in turn is a risk factor for AD [69] and is associated with dysfunctions of the immune system [70]. USP13 is a de-ubiquitinase that controls the protein ubiquitination cycle and is overexpressed in the brains of patients with AD and Parkinson’s disease [71, 72]. USP13 knockdown leads to a reduction of amyloid plaques and hyperphosphorylated tau [73]. However, in all regions of the human dataset and in APP_WT and BK_APP, USP13 expression was downregulated. 

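The log2 fold change of Usp13 was −0.11 ± 0.12 (SD, n = 4 arrays; limma adjusted p = 0.321) in APP_WT versus WT, with all 4 arrays below 0, and −0.01 ± 0.14 (adjusted p = 0.994) in BK_APP compared to APP_WT. In HOE_APP compared to APP_WT it was 0.07 ± 0.15 (adjusted p = 0.946), above 0 on 2 of 4 arrays. The standard error was 0.07 in each comparison. None of the 3 values was larger than the SD between the 4 arrays, which includes any difference between dye orientations. The value in BK_APP became 0.07 without replicate 3, and that in HOE_APP became −0.01 without replicate 4.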

USP13 is overexpressed only in HOE_APP. Given that the data analyzed in the present work were all generated by transcriptomics, possible post-transcriptional or translational regulation may occur to increase USP13 expression. HOE-140 treatment can alter this regulation, resulting in the observed accumulation of USP13 transcripts. C4B is an opsonin that acts in the classical pathway of the component system promoting immune response and inflammation [74]. C4B has already been identified as highly expressed in AD brains and indicated as an initiator of membrane lysis in neurons and glia during the process of neurodegeneration [75–78]. C4B stands out for being downregulated in its expression levels only in HOE_APP and AD_CB, indicating that the immune response and inflammation are mitigated in these groups. 

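C4b was lower in HOE_APP than in APP_WT by a log2 fold change of −0.25 ± 0.18 (SD, n = 4 arrays; standard error 0.06, limma adjusted p = 0.924), with all 4 arrays below 0 and an unadjusted p of 0.00227. In BK_APP it was at −0.05 ± 0.30 (standard error 0.06, adjusted p = 0.968), below 0 on 2 of 4 arrays. Those were the 2 arrays with BK_APP in Cy5, so this SD includes a difference between dye orientations, which the standard error leaves out. Between APP_WT and WT it was higher by 1.54 (adjusted p = 1.36e-07).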

Protein mono-ADP-ribosyltransferase PARP9 (PARP-9) is a gene involved in inflammatory processes, increased cell migration, and macrophage regulation [79]. This gene was downregulated only in the HOE_APP group, indicating the role of HOE-140 in the immune system of the AD model.

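The log2 fold change of Parp9 in HOE_APP compared to APP_WT was −0.21 ± 0.14 (SD, n = 4 arrays; standard error 0.13, limma adjusted p = 0.924), and all 4 arrays were below 0. In BK_APP it was 0.10 ± 0.19 (adjusted p = 0.969), and in APP_WT versus WT 1.36 ± 0.45 (adjusted p = 5.97e-05).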

## Conclusions

The expression of genes related to immune responses is influenced by treatments applied to neurospheres, reinforcing or reducing the inflammatory state induced by mutations related to AD pathology. BK treatment increases the expression of genes that are involved in microglia-mediated neuroinflammation and that enrich processes, pathways, and cellular locations related to immune impairment, neurodegeneration, and cell cycle, thereby amplifying biological processes already enriched by the genetic burden associated with AD itself. On the other hand, treatment with HOE-140 is capable of promoting the reduction of AD-related changes caused in these systems, suggesting that modulating BK activity in AD might be an important way to slow the progression of the disease. Our results highlight the potential of transcription profiling to reveal the therapeutic potential of candidate therapeutics in the context of AD. Specifically, we show how expression profiling of treatments reveals its disease-interfering potential through its driving gene expression.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

Supplementary Material 8

Supplementary Material 9

## Data Availability

Raw and normalized microarray data were deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo) under accession GSE246792.

## Abbreviations

NPCs: Neural progenitor cells
APP: Amyloid precursor protein
PSEN 1: Presenilin 1
PSEN 2: Presenilin 2
AD: Alzheimer’s disease
fAD: Familial Alzheimer’s disease
BK: Bradykinin
CNS: Central nervous system
Mo/HuAPP695swe: Chimeric mouse/human amyloid precursor protein
PS1-dE9: Mutant human presenilin 1
APP/PS1: Double transgenic mice expressing a chimeric mouse/human amyloid precursor protein and a mutant human presenilin 1
CCL12: C-C motif chemokine 12
CCL5: C-C motif chemokine 5
CCL3: C-C motif chemokine 3
C3: Complement C3
CX3CR1: CX3C chemokine receptor 1
TLR2: Toll-like receptor 2
TNF alpha: Tumor necrosis factor alpha
Iba-1: Allograft inflammatory factor 1
Lys10-BK: kallidin
PCR: Polymerase chain reaction
DMEM: Dulbecco’s modified Eagle’s medium
EGF: Pro-epidermal growth factor
FGF2: Fibroblast growth factor 2
APP_WT: APP/PS1’s neurospheres untreated
BK_APP: APP/PS1’s neurospheres treated with 1µM BK
HOE_APP: APP/PS1’s neurospheres treated with 1µM HOE-140
SAM: Significance analysis of microarrays
RT-PCR: Quantitative real-time reverse-transcription polymerase chain reaction
RT: Reverse transcription
FCs: Fold changes
BPs: Biological processes
CCs: Cellular components
GO: Gene Ontology
FDR: False Discovery Rate
HOE_WT: List of genes which the putative FCs is the sum of the FCs of the gene in APP_WT and in HOE_APP
BK_WT: List of genes which the putative FCs is the sum of the FCs in APP_WT and in BK_APP
PC: Pearson correlations
wSI: Weighted system impact
PPI: Protein-protein interaction
EC: Entorhinal cortex
TC: Temporal cortex
FC: Frontal cortex
CB: Cerebellum
AsymAD: Patient which were defined as clinically dementia-free at the time of death, but neuropathological assessment at autopsy showed hallmark AD pathology
BCL3: B-cell lymphoma 3 protein
BLNK: B-cell linker protein
C1QB: Complement C1q subcomponent subunit B
CASP4: Caspase-4
CCL2: C-C motif chemokine 2
CCL4: C-C motif chemokine 4
CD14: Monocyte differentiation antigen CD14
CXCL5: C-X-C motif chemokine 5
EMR1: Adhesion G protein-coupled receptor E1
FAS: Fatty acid synthase
GBP5: Guanylate-binding protein 5
GCH1: GTP cyclohydrolase 1
IFIT1: Interferon-induced protein with tetratricopeptide repeats 1
IGSF6: Immunoglobulin superfamily member 6
ISG15: Ubiquitin-like protein ISG15
LILRB4: Leukocyte immunoglobulin-like receptor subfamily B member 4
TREM2: Triggering receptor expressed on myeloid cells 2
TYROBP: TYRO protein tyrosine kinase-binding protein
VAV1: Proto-oncogene vav
VCAM1: Vascular cell adhesion protein 1
BST2: Bone marrow stromal antigen 2
C4B: Complement C4-B
CXCL10: C-X-C motif chemokine 10
DDX58: Antiviral innate immune response receptor RIG-I
GBP6: Guanylate-binding protein 6
GPR65: Psychosine receptor
IFIH1: Interferon-induced helicase C domain-containing protein 1
IFIT3: Interferon-induced protein with tetratricopeptide repeats 3
LY86: Lymphocyte antigen 86
PTPN6: Tyrosine-protein phosphatase non-receptor type 6
RSAD2: S-adenosylmethionine-dependent nucleotide dehydratase RSAD2
ZC3HAV1: Zinc finger CCCH-type antiviral protein 1
EMP1: Epithelial membrane protein 1
TRAF1: TNF receptor-associated factor 1
STING1: Stimulator of interferon genes protein
SNAP29: Synaptosomal-associated protein 29
STX4: Syntaxin-4
UBQLN1: Ubiquilin-1
DAP12: Phosphotyrosine phosphoprotein TYROBP
CP: Ceruloplasmin
RAC2: Ras-related C3 botulinum toxin substrate 2
ERCC8: DNA excision repair protein ERCC-8
USP13: Ubiquitin carboxyl-terminal hydrolase 13
C4B: Complement C4-B
ERC: DNA excision repair complementation
PARP-9: Protein mono-ADP-ribosyltransferase PARP9

# Supplementary material for: Bradykinin promotes immune responses in differentiated embryonic neurospheres carrying APPswe and PS1dE9 mutations
**Source:** Cell Biosci. 2024 Jun 18;14:82. doi: 10.1186/s13578-024-01251-3
**Supplement:** Supplementary file 9 — Supplementary Material 9

**Table S1** Primers of RT-PCR reactions

| **cDNA** | **Primer Forward** | **Primer Reverse** |
| --- | --- | --- |
| **Endogenous PrP** | CCTCTTTGTGACTATGTGGACTGATGTCGG | GTGGAT AACCCCTCCCCCAGCCTAGACC |
| **Tg (APP695)** | GACTGACCACTCGACCAGGTTCTG | CTTGTAAGTTGGATTCTCATATCCG |
| **CCL5** | TGGGGATGCCACTCAGTAAT | ATTTCTTGGGTTTGCTGTGC |
| **CCL12** | GGGAACTTCAGGGGGAAATA | CCATAAACCACTTGGATAAGACG |
| **CCL3** | CACACTGTTTGGTGACAGCTATT | AAAGGGCATATTTATTACTTCTCTGG |
| **C3** | TGCCAGGATCAGAAGTACCA | TAGAGGGCTGGGCTGTAGTC |
| **CX3CR1** | TCCAGTTCTGCAACTTGCTTT | TGGGACCTCTGTAGGAGCAG |
| **TLR2** | CCAAGACCTACCTGGAGTGG | AGGAACTGGGTGGAGAACCT |
| **TNF-alpha** | CACAAGATGCTGGGACAGTG | CATTCGAGGCTCCAGTGAAT |
| **AIF1/Iba** | CCTGATTGGAGGTGGATGTC | GTCTGACTCTGGCTCACGACT |
| **GAPDH** | GCACAGTCAAGGCCGAGAAT | GCCTTCTCCATGGTGGTGAA |

**Table S2** Clusters of genes formed in the heatmap of Figure 8.

**Table S3** Clusters of genes formed in the heatmap of Figure 10.

**Table S4** Whole BP enrichment of BK_APP by GO.

**Table S5** Whole BP enrichment of APP_WT by GO.

**Fig. S1** Flow cytometry analysis of activated microglial cells (CD11b) of differentiated neurospheres from WT and AD samples. The data shown are representative of at least three independent experiments. ** p < 0.01.

**Fig. S2** Number of proteins and interactions in each PPI network. **A** Whole networks and **B** only the main component of each network.

**Fig. S3** Heatmap between *wSI* of the 4211 genes in the analyzed microarray and the human dataset.

**Fig. S4** UMAP of transcriptomes from patients. Includes symptomatic AD, asymptomatic AD, and control group for entorhinal cortex (EC), frontal cortex (FC), temporal cortex (TC), and cerebellum (CB).

How the deposited data were processed for this re-analysis (not part of the article)

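Differentiated neurospheres of WT and APPswe/PS1dE9 mouse embryos, the latter untreated (APP_WT) or treated with BK (BK_APP) or HOE-140 (HOE_APP), were compared on 12 2-color Agilent SurePrint G3 mouse gene expression arrays, with 4 arrays for each of 3 comparisons. The condition and dye of each array came from the sample labels and the paper's methods. For HOE_APP the labels of both channels name one treatment, and the direction used, which rests on the labels of the first channel, the titles, the swapped design and the layout of the BK_APP arrays, is likely only.

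The authors deposited the output of the scanner software for each array, which gives the median intensity of every spot and of its local background in the green (Cy3) and red (Cy5) channels without normalization, flags for spots above background, saturated or uneven, and processed intensities from which the software had subtracted the background and normalized the dyes. The headers name Feature Extraction 11.0.1.1, which is not the version in the paper's methods. The log10 ratio that the authors deposited beside them is that of the processed red over the processed green intensity. The authors also deposited a table of log2 ratios with 1 column per array. Its columns correlated with the log ratios of the scanner output, with 0.999 as the smallest r in size, their medians lay between −0.155 and 0.036, and all 12 columns, those of HOE_APP included, had the sign of the direction used here, so that scale and centering were known and no column was left unused. This sign was seen after the direction was fixed, and it speaks for the direction of HOE_APP only if the authors formed every column as treated over untreated. The paper's text does not name the normalization behind that table.

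Median signals and median backgrounds were read into limma 3.58.1 (R 4.3.3, data.table 1.17.8). A design fixed earlier had assumed mean signals, which the files used here do not hold. The background was corrected by normexp with an offset of 50, the log2 ratios of each array were normalized by loess with a span of 0.3 and a weight of 0 for control and uneven spots, control spots (3671 of 62976) were left out, and spots of one probe were averaged, which gave 55681 probes. Ratios were turned to treated over untreated, or APP_WT over WT. Probes well above background in the channel of 1 condition on at least 3 of the 4 arrays of a comparison numbered 29361. Of these 461 had a missing value on some array, and 1 spot was saturated over all arrays. Probes are identified by RefSeq accessions. Of 29150 probes with such an accession, 27509 were named through a RefSeq gene table of another assembly than that of the array design, used for names only. Expressed probes with a name numbered 18765 and stood for 14330 genes, of which 14192 entered the tests of gene lists. A gene was represented by its probe with the highest mean intensity. Of the named genes 14 had another expressed probe, and for Vav1, Gbp6, Ercc8, Snap29 and Sp8 that probe had the opposite sign in some comparison.

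One limma model was fitted over the 12 arrays, with a mean and a dye coefficient for each comparison (6 coefficients, 6 residual degrees of freedom and 4.56 prior ones). Tests were two-sided, p-values were adjusted by the method of Benjamini and Hochberg, and 0.05 was the threshold. Each p printed for a gene comes from this moderated limma test. The difference BK_APP minus HOE_APP was a contrast in the same model. SAM and rank products, which the methods name, were programmed anew with 100 permutations, and a probe was called where both gave an unadjusted p of 0.05 or lower. Gene lists were tested with camera (preset correlation 0.01), with fry and with camera at an estimated correlation (statmod 1.5.0), over 41 lists per comparison. These were lists of interferon-induced, NF-kB and inflammatory, microglial, astrocyte, neuron, oligodendrocyte, ependymal cilia, endothelial, pericyte and fibroblast, and peripheral myeloid genes, the S and G2/M phase lists of Seurat 5.3.0, an innate immunity list and a surface receptor list from the paper's supplementary material, the paper's own gene lists, the genes of the design, and mouse Reactome sets of fgsea 1.28.0. The fold changes to WT were sums of log2 fold changes, as the methods describe.

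The genes named in the text are genes that the paper's text names as measured on these arrays, without those, such as Nfkbia, Cd40 and Myd88, that it names only for network values in a comparison with human tissue, genes of the design (among them App, Prnp, Bdkrb1 and Bdkrb2) and, for each comparison, the 3 with the largest increase and the 3 with the largest decrease among probes below the adjusted threshold with the same sign on all 4 arrays. The paper's values had been seen when this rule was set. Sample mapping, model, filter, gene lists and alternatives were chosen before the data were examined, apart from the set for cholesterol synthesis, a combination of the deposited log2 ratios with SAM and rank products, fry with the replicate number as a block, and the list tests with the sign of the HOE_APP arrays turned, which were added later.

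The limma fit, SAM with rank products and, for BK_APP, the list tests were tested on simulated log2 ratios of 28900 probes with 200 changed ones. Background correction, loess and the filter were not tested in this way. In each comparison limma found 0% of log2 changes of 0.25, between 95.5% and 96.5% of changes of 0.5 and 100% of changes of 1, with 0 to 15 false calls. SAM with rank products found 71.0% to 77.0% of changes of 0.25, with 291 to 467 false calls over the simulations. Of 100 unchanged lists, camera gave 1 and fry 2 an unadjusted p below 0.05. The simulated probes were independent of each other and the lists were drawn at random. These lists therefore could not show how correlation between the genes of a list changes the calls.

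The arrays of APP_WT versus WT were on one slide and the other 8 on another. Each slide was also analysed alone and as a block. The replicate numbers of the BK_APP and HOE_APP arrays were checked for pairing. After the dye coefficients were removed, same-numbered arrays correlated across probes with r of 0.42 to 0.43 in all 4 pairs, above the limit of 0.1, so that the numbers were taken to pair the arrays, although neither the paper nor the labels say whether one number marks one untreated extract. The largest correlation between different arrays was 0.67, so no array was a copy of another. Alternatives were tried for the background correction, normalization, filter, dye term, slide, replicate block, choice of probe, test, threshold and direction of the HOE_APP arrays, and each replicate was left out in turn. The RT-PCR, flow cytometry, protein interaction and human data of the paper were not analysed here.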

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

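The tests on the share of microglia, on the cell cycle lists, on Prnp and on cholesterol synthesis, the choice of the cholesterol list included, fry with the replicate number as a block and the lists with the HOE_APP sign turned were chosen only after the result was seen.

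In 240 groups of 4 arrays (186 of single genes, 39 of list medians and 15 of array properties), the outermost array was set against the others by Dixon's test, and 11 stood apart, where chance gives about 1 in 20. In APP_WT versus WT these were C1qb at 1.47 and Trem2 at 1.91 on replicate 1, and Ifit1 at 2.21, Vav1 at 1.35 and the median of the paper's HOE_APP list at 2.09 on replicate 4, all log2 ratios above those of the other arrays. In BK_APP compared to APP_WT they were Tmem119 at 0.34 on replicate 1, Sting1 at 0.17 on replicate 3, Slamf9 at −0.12 on replicate 4 and the median of the NF-kB and inflammatory list at −0.0562 on replicate 4. In HOE_APP compared to APP_WT they were Rac2 at 0.0836 on replicate 3 and the share of spots well above background in the red channel on replicate 4, 56.6% against 59.7% to 60.1% on the others. Of the 4 values in BK_APP, Tmem119 was below 0 on the other 3 arrays, and the inflammatory list and Slamf9 share replicate 4, on which the interferon and microglial lists of BK_APP were also below 0. The number of outermost arrays was not above the chance share, and no biological explanation was tested.

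Several lists differed between the treatments when BK_APP minus HOE_APP was tested with camera. The median difference was 0.35 for the paper's BK_APP list, 0.47 for its HOE_APP list, 0.64 for its 5 genes of opposite behavior, 0.32 for the interferon list, 0.36 for the NF-kB and inflammatory list, 0.14 for the microglial list and 0.0815 for the G2/M list. With the sign of the HOE_APP arrays turned the differences were, in the same order, 0.0544, −0.14, −0.0645, −0.12, 0.0971, −0.0159 and 0.22. For the paper's HOE_APP list, its 5 genes, the interferon list and the microglial list, the sign thus rests on the direction that is likely only. The paper's BK_APP list (camera adjusted p = 0.0226) and the NF-kB and inflammatory list (0.113) stayed above 0 with smaller differences, so only their size rests on it. The paper's HOE_APP list, its 5 genes of opposite behavior and the microglial list were also called with an estimated correlation, and none was called under fry in the unpaired fit. With the replicate number as a block, a setting chosen after the results were seen, fry called 6 lists, with an adjusted p of 0.0299 for the microglial list and 0.0835 for the interferon list. The paper's lists were chosen on these arrays and are no independent evidence. In a fit of the 8 arrays alone, among the splits that part all same-numbered pairs, 1 of 8, the real one, gave as many probes at an unadjusted p of 0.05 or lower, a number of splits at which chance cannot be excluded. The other splits leave pairs together and differ in this respect, and over all 34 splits, 23 gave at least the 1064 probes of the real one.

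A technical explanation of the immune differences is the number of microglia. If HOE_APP neurospheres merely held fewer microglia, the genes of the microglial list would fall, relative to their increase in APP_WT, as much as the interferon genes. Only 18 genes of each list entered this test. The microglial ones fell by a median of −0.0621 of that increase (−0.0984 to 0.0151 over the arrays). The interferon ones fell by −0.196 (−0.341 to −0.0416). The larger fall was in the interferon genes on 4 of 4 arrays, which argues against this as the whole cause for the genes tested. In BK_APP 13 microglial genes outside the paper's list rose by 0.0468 of their increase in APP_WT, against 0.142 for the paper's list. That test is void, since the paper picked the list for its rise on these arrays, and more microglia cannot be told apart from a change within them. For 18 genes of the interferon list, which was not chosen on these arrays, the share in BK_APP was 0.0888. It was 0.0633 for 18 genes of the microglial list, and the interferon share was the larger one on only 2 of 4 arrays. A treatment effect on interferon signalling through the B2 receptor remains a hypothesis, open beside differences between cultures that this design does not resolve.

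The cell cycle lists were higher in both treatments, for HOE_APP in the direction that is likely only. In HOE_APP the S phase list had a median of 0.0646 (36 of 41 genes higher) and the G2/M list one of 0.0607 (42 of 51), which the paper does not report. Without replicate 1 the G2/M list lost its call in camera (0.0446, adjusted p = 0.110). Low cell cycle genes in the untreated extracts, which may be shared by the same-numbered arrays of both treatments, would raise them alike. Under fry the difference in the G2/M list between the treatments had an adjusted p of 0.697, while camera called it, and the medians of the S and G2/M lists in APP_WT versus WT were −0.02 and −0.03. Low untreated extracts and an effect of treatment cannot be told apart here, because it is not stated which arrays share an untreated extract. The HOE_APP direction is in doubt as well. With its sign turned the lists would be lower in HOE_APP, and a rise alike in both treatments would not hold. BK_APP minus HOE_APP was then 0.22 for the G2/M list (camera adjusted p = 2.48e-11) and 0.15 for the S phase list (1.88e-09).

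Of genes that the paper does not discuss, Rtp4 was higher in APP_WT than in WT by a log2 fold change of 3.12, and Prokr2 (−0.81) and Sp8 (−0.80) were lower, both well above background on all 4 arrays in both conditions. Pmch (−0.86) was well above background in APP_WT on only 1 of 4 arrays, so that the size of its fall is not ranked. It reached −0.15 on replicate 2, and its fall was −2.95 with Agilent's processed signals, so its size depends on the processing of the signals. Another expressed probe of Sp8 was at −0.24, and the mean over its probes was −0.52. A pair of groups without treatment, on one slide, does not separate the genotype from differences between litters or cultures, and no biological explanation was tested for these genes.

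Prnp, the gene of the mouse prion protein, was higher in APP_WT by 0.75 (standard error 0.15, limma adjusted p = 0.00578), with array values of 0.59, 0.59, 1.57 and 0.25. A candidate explanation is RNA of the transgene vector, if it carries parts of the prion gene. Prnp would then be higher on all arrays with WT and would not change where both samples carry the transgenes. It was higher on 4 of 4 arrays, and the larger of its changes in BK_APP and HOE_APP was 0.0828 in size, within the standard error. Both values fit this explanation and do not exclude others. The call was lost in separate fits (adjusted p = 0.0619) and within the slide (0.0736). App itself was at 0.12 (adjusted p = 0.0917).

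The list of ependymal cilia genes was higher in APP_WT by a median of 1.19, with all 13 genes higher (camera adjusted p = 9.83e-13, and 0.108 with an estimated correlation). If dim probes and the normalization were the cause, the shift would be small in brighter genes, but the 7 brighter genes had a median of 1.55. In 6 settings of background correction, normalization or filter, the median of the list stayed between 1.17 and 1.37 and was called in each. The Aquantile setting among them left the log2 ratios unchanged and tests nothing. The other values argue against this cause. More ependymal-like cells in the APP_WT neurospheres, through genotype or culture, stay open and were not tested.

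Genes of cholesterol synthesis were lower in APP_WT by a median of −0.36, with 21 of 22 lower, and were higher in BK_APP (0.0517) and in HOE_APP (0.0896), where 17 and 20 genes were higher. The array medians in HOE_APP were −0.0151, −0.0305, 0.14 and 0.38, so that only the arrays of one dye orientation were above 0. A dye effect around a common mean would give such a split as well, so the rise cannot be assigned to one orientation. In BK_APP the array medians were −0.000917, 0.0339, 0.14 and 0.0725. A larger share of RNA from microglia would lower genes of all other cells alike. The neuron list had a median of −0.0817 and the oligodendrocyte list one of 0.01, and the highest array of the cholesterol list, −0.24, lay below the lowest of the neuron list, −0.21, which argues against that cause. With an estimated correlation the cholesterol list had an adjusted p of 0.0852 in APP_WT versus WT, and a change of synthesis within cells is a hypothesis that these arrays cannot settle, as genotype and culture were not varied separately.

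The astrocyte list was higher in APP_WT by 0.28, with 13 of 14 genes higher. It was lower in BK_APP (−0.0575) and in HOE_APP (−0.0917), where it was the only list called under fry (adjusted p = 0.0370), and with median centering the values were 0.0318 and 0.0449, where the medians of all expressed probes had moved to 0.0366 and 0.0759, and camera called neither (adjusted p = 0.103 and 0.180). The neuron list was lower in BK_APP by −0.11, with 0 of 16 genes higher, and the oligodendrocyte list was lower in HOE_APP by −0.12, and neither was called under fry. With median centering, under the same shift of all probes, the values were −0.0354 and −0.0072, and camera called both. The cause of these shifts was not tested.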

How the results depend on the processing

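The combination of the deposited log2 ratios with SAM and rank products, the list for cholesterol synthesis, fry with the replicate number as a block, and the lists with the HOE_APP sign turned, were chosen only after the result was seen.

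Over the alternatives, 533 values of the main results kept their direction and their side of the threshold, 43 moved, 36 lost their call and 4, of which 2 were simulated, changed sign. Among single genes and further lists 1084 were kept, 17 lost and 7 gained a call, 6 moved and 7 reversed. Aquantile normalization left the log2 ratios unchanged, so its values count as kept without having been tested. The increases in APP_WT of the immune genes followed over the settings kept their direction and call in each, with 49 to 53 named genes called when no replicate was left out and 51 without any one of them. The counts of the paper's genes were 23 or 24 for BK_APP and 17 or 18 for HOE_APP. For all values below, the cause was not tested, except where fewer arrays or probes entered.

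In APP_WT versus WT, separate fits without a dye term called 1853 probes and a fit within the slide 2374, where fewer arrays set the spread, and limma at an unadjusted p called 9347. With the deposited log2 ratios, SAM and rank products called 3454, 634 in BK_APP and 802 in HOE_APP. On the main values they called 704 in BK_APP and 868 in HOE_APP, and limma at an unadjusted p 1309 and 1475. No other alternative with adjusted p-values called a probe in BK_APP, HOE_APP or their difference, unless a replicate was left out. Without a filter 55681 probes were tested. The share of higher probes among those called in APP_WT versus WT was 62.5% in the main setting, 34.2% with Agilent's processed signals (2679 higher, 5147 lower), 36.7% with median centering (2142 and 3696), 33.3% with the deposited log2 ratios (2536 and 5069), 84.6% in separate fits, 79.3% within the slide and 73.1% without replicate 2, so the balance of higher and lower probes depends on the scaling.

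Median centering in place of loess moved the median of all expressed probes to −0.0646 in APP_WT versus WT, 0.0366 in BK_APP and 0.0759 in HOE_APP. These shifts are close in size to, or larger than, the values that changed sign with it, which are App in APP_WT versus WT (−0.0615), Usp13 in BK_APP (0.0259), Aif1 in HOE_APP (0.00875), and the astrocyte list in BK_APP (0.0318) and HOE_APP (0.0449). Camera then called 29 lists in APP_WT versus WT. Prnp lost its call in separate fits and within the slide, and App gained one with the mean over the probes of a gene (adjusted p = 0.0493). The neuron list in APP_WT versus WT gained a call with median centering, without a filter, in separate fits, under fry and without replicates 2 or 3.

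The number of genes changed in all 3 comparisons that followed the order HOE_WT, APP_WT and BK_WT was 16. It was 6 with Agilent's processed signals, 3 with median centering, 10 in separate fits, 5 with the deposited log2 ratios, 0 with adjusted p-values, 0 with r over 12 values and 18 with the sign of the HOE_APP arrays turned. Before the order was applied, 61 genes had changed in all 3, and 30 in separate fits.

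The set tests left the medians as they were and changed the calls. Under fry 0 lists were called in BK_APP, 1 in HOE_APP and 0 in their difference. With an estimated correlation, 1 was called in APP_WT versus WT, 0 in BK_APP, 0 in HOE_APP and 3 in the difference. Calls were lost under both in BK_APP for the lists of interferon (0.13), microglial (0.0392), NF-kB and inflammatory (0.24), S phase (0.0903), G2/M (0.16) and Reactome cell cycle genes (0.0360), in HOE_APP for the interferon (−0.20), microglial (−0.0741) and NF-kB and inflammatory lists (−0.12), and in the difference for the interferon (0.32), NF-kB and inflammatory (0.36) and G2/M lists (0.0815). The microglial list in the difference (0.14) lost its call under fry only, and kept it under fry with the replicate number as a block, where 6 lists were called and the interferon (0.32), NF-kB and inflammatory (0.36) and G2/M lists (0.0815) were not. In APP_WT versus WT the interferon (1.102) and NF-kB and inflammatory lists (1.28) lost theirs with an estimated correlation only, as did the lists of ependymal cilia, cholesterol synthesis and astrocyte genes.

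With each replicate left out in turn, the number of probes called in BK_APP was 0 to 62 (62 without replicate 1, and 2 without replicate 2 or 4), in HOE_APP 0 to 9 (9 without replicate 4) and in the difference 0 to 2. Usp13 ranged from −0.0919 to 0.0689 in BK_APP, above 0 without replicate 3, and from −0.0135 to 0.15 in HOE_APP, below 0 without replicate 4. Gbp5 ranged from 0.13 to 0.45 in BK_APP, Isg15 from 0.08 to 0.30, Rac2 from 0.03 to 0.20 and Cp from 0.05 to 0.31. These genes stayed above 0 in BK_APP and below 0 in HOE_APP. The microglial list in BK_APP ranged from 0.00922 to 0.0777 and lost its call without replicate 1 or 3, and the NF-kB and inflammatory list in HOE_APP ranged from −0.19 to −0.00691 and lost it without replicate 1 or 4. The G2/M list in the difference ranged from 0.0608 to 0.12 and lost its call without replicate 3, and in HOE_APP it lost it without replicate 1 (0.0446). Lists called numbered 11 to 26 in HOE_APP (11 without replicate 4) and 13 to 25 in the difference (13 without replicate 1, 14 without replicate 3). Genes following the order numbered 4 to 8, and genes changed in all 3 comparisons 21 to 262 (262 without replicate 4).

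With the replicate number as a block over the 8 arrays of BK_APP and HOE_APP (consensus correlation 0.53), 0 probes were called in BK_APP, 0 in HOE_APP and 0 in their difference, and 1123, 1332 and 888 had an unadjusted p of 0.05 or lower. With camera the block changed no call of the lists followed here. With the sign of the HOE_APP arrays turned, 0 probes were called in the difference and 2324 had such a p, the interferon (−0.12) and microglial lists (−0.0159) changed sign in it, and the NF-kB and inflammatory list (0.0971) lost its call.

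Comparisons that share untreated extracts correlate without any effect. Across probes, log2 fold changes correlated with r of 0.11 between APP_WT versus WT and BK_APP, −0.25 between APP_WT versus WT and HOE_APP, and 0.33 between BK_APP and HOE_APP. In 100 simulations of unchanged treatments, the median r was −0.153, −0.153 and 0.501 with shared extracts, and 0.00112, 0.00169 and 0.000467 without.

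Signal over background limits these results. A median of 51.0% of the spots were well above background, and 11 named genes were not well above it in WT, so their fold changes have only lower bounds.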

Differences from the paper's values

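Counts were taken not to differ when one was at most 1.5 times the other, and values of Fig. 6 when they lay within the SD of the 4 replicates. All values below compare settings chosen before the results were seen, apart from the combination of deposited log2 ratios with SAM and rank products.

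The paper reports 835 changed transcripts in BK_APP, and limma with adjusted p-values called 0 probes here. Among the alternatives set before the data were examined, SAM and rank products at an unadjusted p gave 704 probes, which did not differ from the paper's number, and these are the tests and the threshold that the paper's methods name. All other alternatives differed, with 1309 probes for limma at an unadjusted p, 62 without replicate 1, 2 without replicate 2 or 4, and 0 in the rest. For HOE_APP the paper reports 978 transcripts, against 0 probes here. SAM and rank products gave 868, which did not differ, while limma at an unadjusted p gave 1475, the fit without replicate 4 gave 9 and the rest 0. The deposited log2 ratios with SAM and rank products, chosen after seeing the values, gave 634 probes in BK_APP and 802 in HOE_APP, and they drop 4 of the 24 BK_APP genes and 7 of the 18 HOE_APP genes that the paper calls. On the main values SAM and rank products call 20 of the 24 genes in BK_APP and 14 of the 18 in HOE_APP. Limma with adjusted p-values calls 0 of them in every setting with all replicates.

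The paper reports 25 mouse genes identified in all 3 groups, and 61 genes had an unadjusted p of 0.05 or lower in all 3 comparisons here. Separate fits without a dye term (30) and the fit without replicate 2 (21) did not differ from the paper's number. The other alternatives set before the data were examined did, with 43 genes without replicate 3, 44 with the deposited log2 ratios, 48 without replicate 1, 58 without a filter, 59 with Agilent's processed signals, 60 with probes above background in both channels, 61 without background correction, with an offset of 10 and with Aquantile, 66 with a common dye coefficient, 80 with median centering and 262 without replicate 4.

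The paper reports 8 mouse genes that follow the order HOE_WT, APP_WT and BK_WT, and 16 did here. Agilent's processed signals (6), an offset of 10 (11), separate fits (10), SAM and rank products (12) and the fits without replicate 3 (8) or replicate 4 (8) did not differ from the paper's number. Of the alternatives set before the data were examined, those with no background correction (14), median centering (3), Aquantile (16), no filter (16), probes above background in both channels (16), a common dye coefficient (17), the deposited log2 ratios (5), adjusted p-values (0), r over 12 values (0), the sign of the HOE_APP arrays turned (18), and without replicate 1 (4) or 2 (5) did.

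The log2 fold changes to WT that Fig. 6 shows, read by eye, lay outside the SD for 7 of the 8 genes and were larger in the paper. Of these 7, only Isg15 was well above background in WT on 4 of 4 arrays. Gbp5, Slamf9, Tlr2, Rac2 and Cp were so on only 1 array, and Cx3cr1 on 2. Whether the values of these 6 differ from the paper's cannot be decided, because their WT signals were partly or mostly not above background. Acod1 was not well above background in WT on any array, so its values here, at least 1.90, 2.12 and 2.42 in HOE_WT, APP_WT and BK_WT, are lower bounds and were not taken to differ from about 4.2, about 4.5 and about 4.9 in Fig. 6. For Gbp5 the paper has about 3.1, about 3.5 and about 3.9 in HOE_WT, APP_WT and BK_WT in Fig. 6, against 1.74, 2.10 and 2.39. For Slamf9 the paper has about 3.3, about 3.6 and about 3.9 in Fig. 6, against 1.22, 1.44 and 1.61. For Tlr2 the paper has about 3.1, about 3.5 and about 3.7 in Fig. 6, against 1.78, 2.01 and 2.25. For Cx3cr1 the paper has about 3.1, about 3.3 and about 3.6 in Fig. 6, against 2.13, 2.31 and 2.48. In Fig. 6 the paper has for Isg15 about 2.4, about 2.9 and about 3.3, against 1.84, 2.29 and 2.47, for Rac2 about 2.4, about 2.7 and about 2.9, against 0.99, 1.12 and 1.23, and for Cp about 1.5, about 1.8 and about 2.2, against 0.64, 0.84 and 1.01. Of the 24 values, 21 did not differ with Agilent's processed signals, where the median gap was 0.03 and the exceptions were Cx3cr1 in APP_WT (3.501) and Isg15 in APP_WT (2.63) and BK_WT (2.83), and 21 with the deposited log2 ratios. Both were set before the data were examined. Under each of the other alternatives recomputed for these values, only the 3 of Acod1 did not differ, with a median gap of 1.41 in the main setting, 1.13 without background correction and 0.80 with an offset of 10. The order of the 3 values was the paper's for all 8 genes.

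The paper describes the pathways of Fig. 5B as upregulated on average in HOE_APP. The expressed genes of the corresponding 3 mouse Reactome sets had medians of −0.01, −0.04 and −0.01 and means of −0.03, −0.05 and −0.02, and none was called. These averages run over all expressed genes of a set and the paper's over the human orthologs that enriched it, so the groups of genes are not the same.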

Other observations

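The tests on the pairing of replicates and on the direction of the HOE_APP arrays were chosen only after the result was seen.

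The 4 arrays of a treatment did not resemble each other across dye orientations. In BK_APP, arrays of one orientation correlated across probes with r of 0.24 to 0.28 and those of opposite orientation with r of −0.32 to −0.11, and in HOE_APP the values were 0.34 to 0.43 and −0.32 to −0.19. In APP_WT versus WT they were 0.53 to 0.61 and 0.24 to 0.46. A candidate explanation is a dye effect of single probes. The dye coefficients of APP_WT versus WT, from another slide, would then correlate with those of the treatments, and they did, with r of 0.519 for BK_APP and 0.587 for HOE_APP across probes. Probes with a dye effect at an adjusted p below 0.05 numbered 1417 in APP_WT versus WT, 509 in BK_APP and 751 in HOE_APP. The mean over both orientations is free of this effect.

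Same-numbered arrays of BK_APP and HOE_APP deviated together. After the dye coefficients were removed, r was at least 0.42 in each of the 4 pairs, while same-numbered arrays of APP_WT versus WT and of the treatments correlated below 0, with r between −0.51 and −0.20 for BK_APP and between −0.44 and −0.24 for HOE_APP. These signs are what the same untreated APP_WT extract on all arrays of one number would give, as it is the numerator of one ratio and the denominator of the other 2, and the hypothesis could have failed on any of them. The arrays of one orientation mirror each other after the dye coefficients are removed, so these r do not come from 4 independent pairs. If the HOE_APP arrays ran opposite to the direction used, their correlation with APP_WT versus WT would be above 0. The highest was −0.24, which argues against it, if the extracts were shared.

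The log2 fold changes of BK_APP followed those of APP_WT across probes with an r of 0.11, and those of HOE_APP opposed them with an r of −0.25. Genes are not independent replicates, and shared untreated extracts alone shift both below 0. In 100 simulations of unchanged treatments with shared extracts and the changes of APP_WT kept, the highest r for BK_APP was −0.134 and the lowest for HOE_APP −0.18. The r of BK_APP lay above all simulated values, which argues against shared extracts as its cause. The r of HOE_APP lay below all simulated values, but its size depends on the spread given to the extracts in these simulations, the same for every extract, so shared extracts cannot be told apart from an effect of HOE-140 there.

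With 0 probes below the adjusted threshold of limma in BK_APP and HOE_APP, 1309 and 1475 at an unadjusted p below 0.05, and 704 and 868 called by SAM and rank products, the number of arrays is a candidate explanation. In simulated arrays with the same spread and 200 changed probes of 28900, limma found 0% of changes of 0.25. The median log2 fold changes of the paper's lists were 0.25 in BK_APP and −0.25 in HOE_APP. Changes of this size in few probes would thus be missed with 4 arrays. The adjusted threshold depends on how many probes change, so the simulations cannot say whether widespread changes of this size would be missed. SAM with rank products found at least 76.5% of the simulated changes of 0.25 in these comparisons, beside 467 false calls.

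For each comparison, the 4 arrays were also split into other pairs of dye orientations. As many probes as in the real split were called in 1 of 3 splits for APP_WT versus WT, in 1 of 3 for BK_APP and in 1 of 3 for HOE_APP (at an unadjusted p for the treatments), the real split itself each time. The other splits of APP_WT versus WT gave 8 and 0 probes, those of BK_APP 1281 and 774 against 1309, and those of HOE_APP 725 and 523 against 1475. With 3 splits this test alone cannot exclude chance. For APP_WT versus WT the limma test argues against chance, with 5446 probes below the adjusted threshold and a smallest adjusted p of 1.56e-08, while for single probes in BK_APP and HOE_APP chance stays open.

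The genes of Fig. 6 follow the order HOE_WT, APP_WT and BK_WT, but such an r is common. The values of HOE_WT and BK_WT are formed by adding to that of APP_WT. Over these 3 values 32.8% of all expressed probes had an r above 0.9 or below −0.9 and 5.99% also a p below 0.05. Any 3 unrelated values reach such an r in 28.7% of cases, and a term added to all 3 leaves r as it is, so these shares do not show that the common term raises r. With the sign of the HOE_APP arrays turned the shares were 56.9% and 12.9%. The 8 genes were among those higher in BK_APP and lower in HOE_APP, and their direction does not rest on r.

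The 8 genes that the paper measured by RT-PCR (Ccl12, Ccl5, Ccl3, C3, Cx3cr1, Tlr2, Tnf and Aif1) were all higher in APP_WT on the arrays, with a median log2 fold change of 2.18, all higher in BK_APP (median 0.23, 5 with an adjusted p below 0.05 adjusted over the list alone) and all lower in HOE_APP (median −0.20, 4 adjusted over the list alone). Limma called 0 of them over all probes in either treatment. C3 had 0.24 in BK_APP and −0.56 in HOE_APP. By RT-PCR on the same RNA, the paper reports lower C3, Ccl12 and Ccl5 in HOE_APP and higher Tlr2 and Ccl12 in BK_APP. It found no significant difference for Ccl3, Cx3cr1, Tnf and Aif1 in either treatment. In the direction used for HOE_APP, the arrays gave C3, Ccl5 (−0.55) and Ccl12 (−0.11) the sign of the RT-PCR. The 6 genes that the paper discusses for their network position had medians of 0.26 in APP_WT, 0.05 in BK_APP and −0.00 in HOE_APP. Among them Emp1 (0.24) and Traf1 (0.26) were higher in BK_APP, both with an adjusted p below 0.05 adjusted over the list alone. Emp1 (0.94), Traf1 (0.95) and Sting1 (0.39) were called in APP_WT, where Snap29 was at −0.06, Stx4a at 0.13 and Ubqln1 at −0.13. Fcrls was at 1.16 and Tmem119 at 0.57 in APP_WT. The genes of both kinin receptors, Bdkrb1 and Bdkrb2, were not well above background in either channel of any comparison.

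Of the remaining lists, the endothelial one (6 genes) had medians of 0.13 in APP_WT, 0.01 in BK_APP and −0.04 in HOE_APP, and that of pericytes and fibroblasts (9 genes) −0.15, 0.01 and −0.05. Of 12 peripheral myeloid genes only 1 was expressed, at 2.13, 0.19 and −0.08. The list of surface receptor genes of the paper's supplementary material (57 genes) had medians of −0.01, 0.01 and −0.01, where its mean in APP_WT was 0.20, of opposite sign to the median, and fry called it there (adjusted p = 0.000058) while camera did not (0.296). The innate immunity list was higher in APP_WT by 0.16. The expressed genes of the design, App and Prnp, had medians of 0.43, −0.05 and −0.07. The paper picked no gene of the astrocyte, neuron, oligodendrocyte, ependymal, endothelial, pericyte and peripheral myeloid lists, and the oligodendrocyte and pericyte lists share 1 gene.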
